# Roles of small RNAs in the effects of nutrition on apoptosis and spermatogenesis in the adult testis

**DOI:** 10.1038/srep10372

**Published:** 2015-05-21

**Authors:** Yongjuan Guan, Guanxiang Liang, Penelope A. R. Hawken, Irek A. Malecki, Greg Cozens, Philip E. Vercoe, Graeme B. Martin, Le Luo Guan

## Abstract

We tested whether reductions in spermatozoal quality induced by under-nutrition are associated with increased germ cell apoptosis and disrupted spermatogenesis, and whether these effects are mediated by small RNAs. Groups of 8 male sheep were fed for a 10% increase or 10% decrease in body mass over 65 days. Underfeeding increased the number of apoptotic germ cells (P < 0.05) and increased the expression of apoptosis-related genes (P < 0.05) in testicular tissue. We identified 44 miRNAs and 35 putative piRNAs that were differentially expressed in well-fed and underfed males (FDR < 0.05). Some were related to reproductive system development, apoptosis (miRNAs), and sperm production and quality (piRNAs). Novel-miR-144 (miR-98), was found to target three apoptotic genes (*TP53*, *CASP3*, *FASL*). The proportion of miRNAs as a total of small RNAs was greater in well-fed males than in underfed males (P < 0.05) and was correlated (r = 0.8, P < 0.05) with the proportion of piRNAs in well-fed and underfed males. In conclusion, the reductions in spermatozoal quality induced by under-nutrition are caused, at least partly, by disruptions to Sertoli cell function and increased germ cell apoptosis, mediated by changes in the expression of miRNAs and piRNAs.

Spermatogenesis is regulated by a specific and complex genetic program that is susceptible to many disorders that can induce infertility^1^. In addition to disease situations, spermatogenesis can be affected by environmental factors, such as nutrition, that operate through normal physiological processes to profoundly change testicular mass and the efficiency of sperm production, thus affecting sperm output^2^,^3^. In the male sheep, for example, 2 months of mild under-nutrition leads to a reversible reduction in testis mass, impaired spermatogenesis, a reduction in the numbers of sperm produced per unit mass of testis (efficiency of spermatogenesis), and a reduction in sperm motility^4^. These effects seem to be mediated, at least partly, by changes in the activity of the Sertoli cells^5^. However, a thorough understanding of the effects of nutrition on spermatogenesis is elusive because of the complexity of the process of spermatogenesis, and the breadth of the spectrum of endocrine and paracrine signals that coordinate events from the initiation of meiosis through the differentiation of germ cells to the generation of mature spermatozoa^6^.

Disruption of spermatogenesis by under-nutrition also seems to involve the pathways of apoptosis^7^, a crucial event in many physiological and pathological conditions^8^ that was detected long ago in the seminiferous epithelium and is thought to be an important determinant of sperm output^9^. The efficiency of spermatogenesis depends on the total number of cells at successive stages of spermatogenesis^10^, so is probably regulated by programmed cell death. Indeed, factors that disrupt spermatogenesis can induce apoptosis in the testis – for example, suppression of FSH activity, which reduces Sertoli cell proliferation and germ cell number, leads to loss of germ cells through apoptosis rather than through a decrease in proliferation^11^,^12^. Similarly, selenium deficiency results in apoptosis of germ cells by arresting the cell cycles^13^. On the other hand, a relationship between the rate of apoptosis and the level of nutrition has not been reported, not even for the sheep, a model in which acute but reversible responses to nutrition are well documented^14^. The present study was therefore designed to test whether nutrition affects germ cell apoptosis in the testis of the sexually mature male sheep. It was also designed to investigate the molecular regulatory processes involved in the responses to changes in nutrition.

Among the regulators of spermatogenesis^15^,^16^, small RNAs, including microRNAs (miRNAs) and PIWI-interacting RNAs (piRNAs), have recently become prominent. miRNAs are small (~22 nucleotides) endogenous RNAs that negatively regulate gene expression by targeting the 3’-untranslated region (3’UTR)^17^ and/or coding region^18^ of mRNAs. It has been reported that a global loss of miRNAs, in germ cells or Sertoli cells, is detrimental for male fertility^19^. By contrast, piRNAs are longer (26–32 nt) than miRNAs and can bind to PIWI, a spermatogenesis-specific protein belonging to the Argonaute protein family^20^,^21^. The main function of piRNAs is to guide PIWI protein to repress the transposable elements that protect genomic integrity^22^. In addition, piRNAs derived from mRNAs play a role in the regulation of gene expression^23^. To date, piRNAs have been mainly found in the testis, suggesting their role specific to spermatogenesis^24^. Indeed, we have a confluence of hypotheses here because it has been reported that some miRNAs are crucial for the process of apoptosis^25^. For example, miR-98 expression is reduced during apoptosis^26^, miR-14 is a dose-dependent suppressor of apoptosis, miR-278 antagonizes apoptosis^27^, and transient inhibition of miR-21 in germ cell cultures increases the rate of apoptosis^19^.

As important regulators of spermatogenesis and germ cell apoptosis, miRNAs and piRNAs should help explain the effects of nutrition on sperm production and sperm quality in males, for example, male sheep. In the present study, we used sexually mature male sheep as a model because the reversible effects nutrition on testis mass, sperm production and sperm quality are well documented^28^, thus providing a solid foundation for studying the roles of small RNAs. We therefore 1) profiled miRNAs and piRNAs in sheep testis; 2) investigated the relationships among miRNA functions, spermatogenesis and germ cell apoptosis, particularly during responses to nutrition; and 3) explored the potential for gene-derived piRNAs as regulators of spermatogenesis in the testis of the sexually mature sheep.

## Materials and methods

The experimental protocol was approved by the Animal Ethics Committee of the CSIRO Centre for Environment and Life Sciences, Floreat, Western Australia (Project No.1202). All the methods followed the approved protocol and were conducted in accordance with the approved guidelines.

### Animals and treatments

From late autumn to mid-winter, 16 Merino male sheep were housed in individual pens in a building with windows allowing good penetration of natural light (CSIRO Floreat, Western Australia, latitude 31o59’S). On entry, the rams were 24 months old, weighed 65.7 ± 4.7 kg, and had a scrotal circumference of 31.8 ± 2.5 cm. During a 3-week acclimatization period, they were all fed daily with 750 g oaten chaff (8.4% crude protein; 8.0 MJ/Kg Metabolisable Energy) and 200 g lupin grain (35.8% crude protein; 13.0 MJ/Kg Metabolisable Energy). They were then allocated into two dietary treatments (‘high’ and ‘low’) with the groups balanced for training success to semen collection, body mass, scrotal circumference, temperament, poll-horn type, and sperm quality (the percentage of live and motile sperm, sperm concentration). The high diet was designed to allow the animals to gain 10% body mass over 65 days whereas the low diet was designed to allow 10% loss in body mass. At the start of the treatment period, individual daily allowance was adjusted to provide two dietary groups: animals fed the High diet were offered 1.2 kg oaten chaff plus 0.3 kg lupin grain; animals fed the Low diet were offered 0.51 kg chaff and 0.13 kg lupin grain. Every week, the animals were weighed and the amount of feed offered to each individual was adjusted to ensure achievement of target change in body mass. The outcomes for body and testis growth, and for sperm production, have been reported before^4^.

### Tissue collection and preservation

After 65 days of treatment, the animals were killed with an intravenous overdose of sodium pentobarbitone, and the testes were immediately removed, dissected and weighed. Three samples were chosen from the top, middle and bottom of both testes; those from the right testis were snap-frozen in liquid nitrogen and stored at –80 ˚C for total RNA preparation; those from the left testis were washed with 0.9% saline and then fixed with 4% paraformaldehyde for 6 h, dehydrated and processed for routine embedding in paraffin wax for histological analysis.

### Evaluation of apoptosis

Terminal deoxynucleotidyl transferase mediated dUTP nick-end labeling (TUNEL) was performed under the instruction of the ApopTag plus peroxidase *in situ* Apoptosis Detection Kit (Chemicon International, USA). Briefly, deparaffinized tissue sections (top part of left testes) were incubated with proteinase K (20 μg/ml), subjected to 3% H_2_O_2_ at 37 ˚C for 30 min to inhibit endogenous peroxidase, and then incubated with equilibration buffer at room temperature for 1 min. Each section was incubated with TdT (terminal deoxynucleotidyl transferase) at 37 ˚C for 1 h and then washed in stop/wash buffer for 10 min. The sections were incubated in anti-Digoxigenin Peroxidase Conjugate at room temperature for 30 min and were stained with diaminobenzidine (DAB) as a peroxidase substrate. After counterstaining with methyl green, numbers of TUNEL-positive cells per tubule were counted in 50 tubules per animal with the aid of a light microscope. All counting procedures were performed ‘blindly’.

### Isolation of RNA and Reverse transcription

The trizol method was used to isolate total RNA^29^ with the quality and quantity of RNA determined by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA), RNA with an integrity number (RIN) higher than 7.0 was used for further analysis. A high capacity RNA-to-cDNA kit from Applied Biosystems was used for reverse transcription.

### Quantitative real-time PCR (qRT-PCR)

QRT-PCR was performed using SYBR Green (Fast SYBR® Green Master Mix; Applied Biosystems) to detect mRNA relative expression, with primers specifically targeting sheep fas ligand *(FASL)*, tumor protein p53 (*TP53)* and caspase3 (*CASP3*) genes designed using NCBI primer blast (http://www.ncbi.nlm.nih.gov/tools/primerblast/index.cgi?LINK_LOC=BlastHome). Primer sequences for *GAPDH* were obtained from a published source (Table S1)^30^. Fluorescence signal was detected with StepOnePlus™ Real-Time PCR System (Applied Biosystems). The primer specificity was confirmed by PCR amplification, agarose gel electrophoresis and amplicon sequencing. The total volume of each reaction contained 10 μl Fast SYBR Green Master Mix (Applied Biosystems), 1 μl of each primer (20 pmol/μl), 7 μl of nuclease-free water, and 1 μl of DNA template (50 ng/μl). Samples were measured in triplicate using the following program: 95 °C for 10 min for initial denaturation and then 40 cycles of 95 °C for 20 s, followed by annealing/extension for 30 s at 60 °C. Analysis of melting curves was used to monitor PCR product purity. Previous work had shown that the level of expression of *GAPDH* is relatively high and consistent during testicular development in the sheep, indicating its suitability as a housekeeping gene expressed at similar levels in somatic and germ cell populations^30^. The ΔΔCt method was used to analyze relative gene expression^31^. The same sample was always used as calibrator. The gene expression (ΔCt value) was calculated on the basis of quantification cycles (Ct) (ΔCt = Ct _target gene_ – Ct _GAPDH_). The levels of expression of apoptosis-related genes were calculated in relation to the calibrator (ΔΔCt = mean ΔCt _sample_ – mean ΔCt _calibrator_). Relative expression (RQ) was calculated using StepOnePlus™ Real-Time PCR System (Applied Biosystems) and the formula: RQ_target gene_ = 2^–ΔΔCt^.

### Small RNA library sequencing

In each sample, 1.0 μg of total RNA was used to construct miRNA libraries with a unique index using the TruSeq Small RNA Sample Preparation kit (Illumina, San Diego, CA) according to the manufacturer’s instruction. PCR amplification was performed for 11 cycles and gel purification was used to individually purify libraries with unique indices. Quantitative real-time PCR (qRT-PCR) was performed for library quantification using the StepOnePlus™ Real-Time PCR System (Applied Biosystems, Carlsbad, CA) and KAPA SYBR Fast ABI Prism qPCR kit (Kapa Biosystems, Woburn, MA). Individual libraries were then pooled for sequencing at Génome Québec (Montréal, Canada) using the HiSeq 2000 system (Illumina) to generate 50 b single reads. All the reads were demultiplexed according to their index sequences using CASAVA version 1.8 (Illumina) and reads that did not pass the Illumina chastity filter were removed from the dataset. The small RNAs sequencing reads with good quality were subjected to 3’ adaptor sequence trimming, and all reads were mapped by blastn to the non-coding RNA sequences (Rfam) to remove sequences belonging to tRNA, snoRNA, rRNA, and other non-coding RNAs.

### Identification of miRNAs

The miRNAs were identified using the methods outlined in a previous study^32^. Briefly, known miRNAs were identified by mapping the filtered 18 to 25 nt sequences to miRBase (release version 20), a searchable database of published miRNA sequences and annotation^33^. All reads from 16 libraries were pooled to predict novel miRNA using miRDeep2 based on the reference genome sequence of OAR3.1 (http://www.livestockgenomics.csiro.au/). Small RNA sequences with a miRDeep2 score higher than 5 and read numbers larger than 10 were defined as novel miRNAs in sheep. The novel miRNA precursor sequences were then combined with the known miRNA precursor sequences to form a new custom reference database. Sequencing reads from different samples were mapped to the new custom reference database to get the read number for the known and novel miRNAs for each sample. Homologous miRNAs were identified by the method described previously^34^.

The conservation of known miRNAs was analyzed based on the definitions for “highly conserved”, “conserved”, and “poorly conserved” from Targetscan^35^. More specifically, highly conserved miRNAs are those conserved across most vertebrates; conserved miRNAs are those conserved across most mammals, but usually not beyond placental mammals; poorly conserved miRNAs are those not present in the above two groups. In this study, ovine-specific miRNAs were defined by using two criteria: 1) they belong to a poorly conserved group; 2) their seed region sequences have only been reported previously in sheep.

The genomic location of the miRNAs was searched for using the UCSC Genome Browser (http://genome.ucsc.edu/) based on the reference genome sequence of OAR3.1 (http://www.livestockgenomics.csiro.au/). The miRNA genes are distributed across chromosomes either individually, or in clusters. A cluster is a group of miRNA genes located within a short distance (10 Kb) on the same chromosome, based on the definition in the miRBase database (http://www.mirbase.org). In the present study, all the known and novel miRNAs were grouped into various clusters based on their genomic location.

### piRNA characterization

To identify piRNAs, sequencing reads that ranged from 26 to 32 nt were mapped to the ovine genome by Bowtie (version 1.0.1). Reads that could not be perfectly mapped to the genome were discarded, and the remainders were de-duplicated to unique sequences. The filtered unique reads were subjected to an online predictor (http://59.79.168.90/piRNA/analysis.php), that relies on the training sets from non-piRNA and piRNA sequences of five model species sequenced: rat, mouse, human, fruit fly and nematode, to predict piRNA candidates^36^. The positions in the ovine genome of these candidates were obtained by Bowtie and, to avoid confusion caused by multiple locations, only those with a single location were further analyzed. The piRNAs in each library were quantified by blastn and customized perl scripts. All the sequencing data were deposited in a publicly available Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/), the data are accessible through GEO accession number GSE62797.

### Identification of differentially expressed (DE) miRNAs and piRNAs

Differential expression (DE) of miRNA/piRNAs between the nutritional treatments was investigated using the bioinformatics tool, edgeR^37^, that utilizes a negative binomial distribution to model sequencing data. The expression of miRNAs/piRNAs in each library was normalized to counts per million reads (CPM) by the following formula: CPM = (number of miRNAs/piRNAs reads/total reads number per library) × 1,000,000. miRNAs/piRNAs with CPM > 5 in at least 50% of the samples were subjected to analysis of differential expression. Fold change (FC) was defined as the ratio (low diet/high diet) of the arithmetic means of CPM values. Significant differential expression was accepted when false discovery rate (FDR) was < 0.05 based on Benjamini and Hochberg multiple-testing correction^38^, as well as FC < 0.67 or > 1.5^39^.

### Validation of miRNA expression using stem-loop qRT-PCR

The TAQMAN miRNA assay was used to validate miRNA expression following the manufacturer’s recommendation (Applied Biosystems). In brief, cDNAs were reverse transcribed from 10 ng total RNA, using 5 X specific miRNA RT primer, and then amplified using a 20 X TAQMAN miRNA assay. StepOnePlus™ Real-Time PCR System (Applied Biosystems) was used to detect the fluorescence signal. miRNAs with cycle threshold (Ct) values > 35 were considered as having not been expressed. In this study, U6 snRNA was used as an internal control^40^ and three biological replicates were performed. The 2^-ΔΔCt^ method was used to analyze the expression level and all statistical analyses were carried out using SPSS software (Version 20). One-way ANOVA was used to compare the groups, and P < 0.05 was considered significant. Data are expressed as Mean ± SEM.

### miRNA target prediction and functional analysis

TargetScan Release 6.0 (http://www.targetscan.org/)^41^ and miRanda (http://www.microrna.org/microrna/home.do)^42^ were used to predict the target genes for selected miRNAs. The 3’UTR sequences of genes from sheep were obtained from Ensembl Gene 75 *Ovis aries* genes (Oar_v3.1) (http://uswest.ensembl.org/). The predicted target genes by both TargetScan (default parameters)^43^ and miRanda (Total score ≥145, Total energy ≤ –10)^44^ for each miRNA were further analyzed through ingenuity pathway analysis (IPA; Ingenuity Systems, www.ingenuity.com). The significance of the predicted function in IPAs was determined using a corrected P value calculated by the Benjamini-Hochberg method (FDR)^38^. Threshold FDR < 0.05 and molecule number > 2 were used to enrich significant biological functions of each miRNA.

### miRNA target validation using dual luciferase reporter assay

The entire 3’UTRs of *TP53*, *BCL2-like 1*(*BCL2L1)*, *CASP3* and *FASL* were amplified from sheep genomic DNA by the method of PCR. All the primers are shown in Table S2. Both PCR products were cloned into the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega) using the *Xho*1 and *Sal*1 restriction sites.

A sheep fetal testis cell line (ATCC® CRL-6546) was cultured in ATCC-formulated Dulbecco’s Modified Eagle’s Medium (Catalog No. 30-2002), supplemented with 10% fetal bovine serum (Gibco, Invitro-gen, Carlsbad, CA, USA), in a 37 °C incubator with 5% CO_2_. The 60 nM miR-98 mimics/miRNA mimic negative control (Ambion) was co-transfected with 200 ng luciferase reporter containing *BCL2L1*, *CASP3* or *FASL* 3’UTR using Lipofectamine 2000 reagent (Invitrogen) in 24-well plates. After transfection for 48 h, the Dual-Glo luciferase assay system (Promega) and SpectraMax M3 system were used to obtain readouts of firefly and Renilla luciferase. All the firefly luciferase readouts were normalized to their matching renilla luciferase readouts.

## Results

### Relationship between nutrition and apoptosis

TUNEL-positive germ cells were observed in all treatments (Fig. 1A,B), but most were seen in the early stages of spermatogenesis (spermatogonia and spermatocytes) and none were seen amongst spermatids or spermatozoa. The number of TUNEL-positive germ cells per tubule was greater in underfed (1.4 ± 0.3) than in well-fed males (0.49 ± 0.06; P < 0.05). A relationship between under-nutrition and apoptosis was further supported by the expression of the apoptosis-related genes, *FASL*, *TP53* and *CASP3*, with all three showing greater expression in underfed sheep than well-fed sheep (P < 0.05, Figs. 1D,E,F).

### Profiling of small RNAs in the ovine testis

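Small RNAs from testis were sequenced in 8 well-fed and 8 underfed males, 1 library per male, after 65 days on diets set for a change in body mass of 10% or -10%. At the start of treatment the well-fed males were offered 1.2 kg of oaten chaff and 0.3 kg of lupin grain per day. The underfed males were offered 0.51 kg and 0.13 kg. The amounts were then adjusted every week for each male to reach its target body mass. The authors removed reads that matched other non-coding RNAs and counted miRNAs from reads of 18 to 25 nt. Putative piRNAs came from reads of 26 to 32 nt that mapped perfectly to the genome. Only sequences kept by a piRNA predictor trained on other species were counted. In the deposited CPM values each class was divided by its own total. The low CPM values of a library were whole multiples of the value of 1 read, which gave the number of reads behind each class. All low piRNA values were whole multiples in all 16 libraries, and between 90.6% and 96.3% of the low miRNA values were. Well-fed libraries held between 17163 and 503912 miRNA reads (median 294248) and between 25552 and 721305 piRNA reads (median 562817). Underfed libraries held between 27797 and 1058990 miRNA reads (median 532448) and between 18110 and 625230 piRNA reads (median 280058). These class totals, and not totals of all small RNA reads, are the denominators of the CPM values. The smallest share that 3 reads can show ranged from 0.000283% to 0.0175% of the miRNAs, counting error only. Well-fed replicate 5 and underfed replicates 6 and 8 were the 3 libraries with fewer than 100000 miRNA reads. From the deposited CPM, TMM factors were computed for each class, and log2(CPM + 1) was compared between diets with limma for the miRNAs and piRNAs with CPM above 5 in at least 8 of the 16 libraries. FC was the ratio of the arithmetic means of CPM (underfed/well-fed), and DE required FDR under 0.05 with FC under 0.67 or above 1.5. Log2 fold changes are on the log2(CPM + 1) scale.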

A total of 64 million high-quality small RNA reads were obtained from 16 testes (8 from each dietary group), with an average of 4.2 million reads per library (range: 1.2 million to 7.4 million). There was a bimodal length distribution with two peaks at 22 and 30 nt (Fig. S1). For the miRNAs class (18 to 25 nt), a total of 13 million reads were obtained, of which 10.4 million were mapped to the ovine genome. Mapping to Rfam database allowed us to remove 1.7 million reads that could be mapped to snoRNAs, snRNAs, tRNAs, rRNAs or other non-coding RNAs. 

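The deposited values listed 103 known miRNAs with 5462126 reads and 168 predicted miRNAs with 1096004 reads over the 16 libraries. The predicted miRNAs are named candidate-miR, with the numbers the authors gave them. Each of these 271 miRNAs had at least 10 reads in total. A value above 0 in every library was found for 58 known and 81 predicted miRNAs. Among the 13 libraries with more than 100000 miRNA reads, 83 known and 133 predicted miRNAs were above 0 in each. CPM was above 5 in at least 8 libraries for 96 known and 148 predicted miRNAs.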

Among the remaining 8.7 million reads, we identified 1.9 million unknown small RNAs, 5.5 million known and 1.3 million novel small RNAs, resulting in the identification of 110 known miRNAs and 194 putative novel miRNAs candidates from the ovine testis. All novel miRNA candidates were mapped to all vertebrate miRNAs in miRBase, a database of published miRNA sequences and annotation, to identify the homologues of novel miRNAs (Table S3). Based on the definition in Targetscan, among the 110 known and 194 novel miRNA candidates identified in sheep testis, 41 known and 62 novel miRNA candidates were highly conserved, 28 known and 21 novel miRNA candidates were conserved, and 36 known and 42 novel miRNA candidates were poorly conserved. 

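Among the predicted miRNAs in the deposited values, 47 were paired with no homologue in Table S3. Of these 47 miRNAs, 6 had a value above 0 in all 16 libraries and 24 had a value above 0 in each of the 13 libraries with more than 100000 miRNA reads. Each of the 47 was above 0 in at least 10 libraries. A value of 0 in a library with few reads was not distinguishable from low expression at this depth.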

From the poorly conserved group, 5 known and 69 novel miRNA candidates were sheep-specific and found in all of our animals. 

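Table S4 places 75 miRNAs in clusters on OAR3.1, and 69 of them were listed in the deposited values. On chromosome 18, cluster 8 spans 64480275 to 64483988 and cluster 9 spans 64620136 to 64650028. Of the 39 miRNAs of these clusters, 4 of the 5 in cluster 8 and 29 of the 34 in cluster 9 were listed, and 27 had CPM above 5 in at least 8 libraries. Those not listed were not analysed here.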

In the genomic context, 16 clusters of miRNAs were identified on 9 chromosomes and two large clusters comprising 40 miRNA precursors were identified on Chromosome 18 (Table S4).

piRNA sequences were predicted based on previously published databases, as described above. There were around 44 million reads of length 26 to 32 nt, of which 23.8 million reads mapped perfectly to the ovine genome. In total, 6 million reads representing 13567 putative piRNAs were identified and named with the prefix “oar-piR” followed by a number (data deposited in Gene Expression Omnibus). 

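The class totals recovered from the deposited CPM came to 6060494 piRNA reads over the 16 libraries, 3881005 in well-fed and 2179489 in underfed males. Of these, 6000190 reads belonged to the 4996 piRNAs listed in the deposited values. A value above 0 in every library was found for 1722 of them, and 4242 were above 0 in each of the 13 libraries with more than 100000 miRNA reads. The listed piRNAs accounted for between 987598 and 992214 CPM per library. The values of 626 piRNAs were identical to those of at least 1 other piRNA in all 16 libraries, in 210 groups, so that the list held 4580 distinct profiles.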

There were 13241 putative piRNA candidates mapping to unique loci, and these putative piRNAs were selected for direct comparison between the well-fed and underfed sheep.

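Each of the 4996 piRNAs in the deposited values had CPM above 5 in at least 8 of the 16 libraries, so the filter on low expression was already met by every piRNA compared here.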

### Identification of differentially expressed (DE) miRNAs and piRNAs

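Among the 244 miRNAs that passed the CPM filter, 8 were DE between underfed and well-fed males by limma (Benjamini-Hochberg FDR under 0.05 and the FC threshold), of which 5 were known and 3 were predicted. FDR alone was under 0.05 for 15 miRNAs, and 63 had an unadjusted p under 0.05. Replicate numbers were shared between the diets. Deviations from the diet means correlated at 0.0472 on average between same-numbered males and at 0.00582 between males with different numbers, and a paired fit with the replicate number as a block gave 7 DE miRNAs. The count moved most, to 60 DE miRNAs, when miRNAs and piRNAs were normalized jointly and FC was taken from joint CPM, a choice of FC made after seeing the data. Joint normalization moved the median log2 fold change of all tested miRNAs from -0.08 to 0.81. The lowest FDR among the DE miRNAs with lower expression in underfed males was that of candidate-miR-161 and candidate-miR-31 (both 0.0256, limma). Candidate-miR-161 had 13644 ± 2039 CPM (SD, n = 8) in well-fed and 6180 ± 2772 CPM (SD, n = 8) in underfed males, a log2 fold change of -0.78 (standard error 0.19). Of the 44 miRNAs named in Fig. 2, 43 were matched by name, all 43 changed in the direction drawn there, 37 had an unadjusted p under 0.05 and 8 were DE.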

There were 44 DE miRNAs in testicular tissue from underfed and well-fed males, of which 21 were known and the rest were novel. 

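Of the 8 DE miRNAs, 2 had greater expression in underfed than in well-fed males, oar-miR-374a and oar-miR-99a. The FDR came from TMM-scaled values and the FC from CPM without TMM, so this split depends on the FC rule. With FDR alone, 9 miRNAs were higher and 6 were lower in underfed males. FC from TMM-scaled CPM, chosen after seeing the data, gave the same 9 and 6. Expression of oar-miR-374a was 64.2 ± 19.7 CPM (SD, n = 8) in well-fed and 113.3 ± 33.3 CPM (SD, n = 8) in underfed males, with a log2 fold change of 1.26 (standard error 0.36, FDR 0.0391, limma). Its FDR was 0.0580 with the replicate number as a block and 0.111 without TMM. The 19 miRNAs drawn as higher in underfed males in Fig. 2 and matched by name had log2 fold changes from 0.56 for oar-miR-125b to 1.80 for candidate-miR-83, and 3 of them had FC above 1.5. The 24 drawn as lower had log2 fold changes from -2.48 to -0.66, and all 24 had FC under 0.67.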

Among all the DE miRNAs, 20 miRNAs including novel-miR-144 showed greater expression in underfed than in well-fed males (Fig. 2). In addition, the expression of DE miRNAs detected by the RNA-sequencing data reflected qRT-PCR expression results. Six known and 6 novel miRNAs were selected from the DE miRNAs and, for all of them, the qRT-PCR expression results were consistent with the sequencing data. 

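The 12 miRNAs of Fig. S2 were compared in the sequencing data, 8 of them other than oar-miR-10b, oar-miR-26a, oar-miR-411b-3p and candidate-miR-144. Expression of oar-miR-23b was 1037 ± 178 CPM (SD, n = 8) in well-fed and 1275 ± 208 CPM in underfed males, with FDR 0.00922 (limma) and FC 1.23. For oar-miR-29a the values were 2863 ± 493 and 3946 ± 1252 CPM, with FDR 0.00546 and FC 1.38. For oar-miR-99a they were 1095 ± 164 and 2370 ± 2469 CPM, with FDR 0.0329 and FC 2.16, and underfed replicate 6, a library with few reads, was far above the others. In the 13 libraries with more than 100000 miRNA reads, a set chosen after seeing the data, its FC was 1.42, below the threshold, and it was not DE. The log2 fold change of oar-miR-99a there was 0.98 with FDR 0.00395 (limma), so only the FC, taken from CPM without TMM, fell short. Candidate-miR-181 had FDR 0.0312 and FC 1.18. FDR was above 0.05 for candidate-miR-163 (0.0619), candidate-miR-33 (0.0866), candidate-miR-30 (0.0931) and candidate-miR-117 (0.227). The log2 fold changes of these last 4 were 0.75, -0.81, -0.80 and 0.79. Each of them passed 0.05 under at least 1 alternative, as did candidate-miR-30 with the replicate number as a block (FDR 0.0315). Without TMM, FDR was above 0.05 for oar-miR-23b, oar-miR-29a, oar-miR-99a and candidate-miR-181. With FC from TMM-scaled CPM, chosen after seeing the data, oar-miR-23b, oar-miR-29a and candidate-miR-181 were also DE.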

For example, both the sequencing data and the qRT-PCR results showed that oar-miR-411b-3p was expressed at a lower level in underfed males than in well-fed males (Fig. S2). In addition, the expression of novel-miR-144 was down regulated in well-fed male sheep (Fig. S2).

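In the sequencing data, oar-miR-411b-3p, which Table S4 places on chromosome 18 of OAR3.1 from 64621498 to 64621554, had 17.2 ± 17.3 CPM (SD, n = 8) in well-fed and 2.42 ± 4.60 CPM (SD, n = 8) in underfed males, with FC 0.141. The log2 fold change was -2.48 (standard error 0.68, FDR 0.0369, limma). It was listed at 0 in 4 underfed and in 0 well-fed males. The highest well-fed value, 58.3 CPM, was 1 read of well-fed replicate 5, a library with few reads. The highest underfed value was 13.4 CPM. Underfed replicates 6 and 8 were therefore at 0, as 1 read there is 36.0 and 20.0 CPM. In the 13 libraries with the most miRNA reads, a set chosen after seeing the data, FC was 0.285. The log2 fold change was then -1.82 (FDR 0.0441, limma). With each male left out in turn, the log2 fold change stayed between -2.81 and -2.18, and FDR was under 0.05 in 6 of the 16 fits. With the replicate number as a block FDR was 0.0580, and with joint normalization it was 0.0553.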

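Candidate-miR-144, which Table S3 pairs with miR-98, had 754.9 ± 150.6 CPM (SD, n = 8) in well-fed and 885.2 ± 269.1 CPM (SD, n = 8) in underfed males, with FC 1.17. The log2 fold change was 0.65 (standard error 0.30, FDR 0.170, limma), so the difference did not pass the threshold of 0.05 in this fit. Underfed replicate 1 was far below the other underfed males. With each male left out in turn, the log2 fold change stayed between 0.49 and 0.92, and FDR was under 0.05 in 1 of the 16 fits. FDR was 0.00887 with joint normalization and 0.000636 with sample weights, the latter chosen after seeing the data, and 0.103 with the replicate number as a block.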

For putative piRNAs, a total of 35 were DE in underfed and well-fed male sheep (Table S5), and among them, two (oar-piR-12568, oar-piR-6442) were derived from the 3’UTR of mRNAs (*FLVCR2, KRTAP10-2*). 

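Among the 4996 piRNAs, 1 was DE by limma, oar-piR-11578, which had 2.39 ± 2.99 CPM (SD, n = 8) in well-fed and 42.1 ± 28.9 CPM (SD, n = 8) in underfed males. Its log2 fold change was 3.88 (standard error 0.60, FDR 0.0149, limma), and it was listed at 0 in 3 well-fed and in 0 underfed males. An unadjusted p under 0.05 was found for 229 piRNAs. With the replicate number as a block, the paired fit gave 0 DE piRNAs and 191 with an unadjusted p under 0.05, and the FDR of oar-piR-11578 was 0.121. With sample weights, an alternative chosen after seeing the data, the count moved most, to 8. On data simulated at these library sizes, 55% of 200 piRNAs changed by 2 on the log2 scale were called by limma and 96.5% by voom. The simulated dispersion was set to 0.1 for each piRNA and not taken from these data. On the real data voom, chosen after seeing them, called 3 piRNAs. Of the 35 piRNAs of Table S5, 33 changed in the direction given there and 16 had an unadjusted p under 0.05. Expression of oar-piR-6442 was 1.26 ± 3.57 CPM in well-fed and 26.9 ± 17.6 CPM in underfed males, with log2 fold change 3.82 and FDR 0.102. Its FDR was 0.0333 with the class total as a covariate and 0.377 with the replicate number as a block. This piRNA was listed at 0 in 7 well-fed males and 1 underfed male. Expression of oar-piR-12568 was 73.5 ± 97.4 CPM in well-fed and 404.0 ± 1022 CPM in underfed males. The ratio of these means was 5.50, while the log2 fold change was -0.29 (standard error 1.67, FDR 0.989), because 1 underfed library with few reads held most of the CPM and 4 underfed males were listed at 0.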

One putative piRNA, piR-9006, was derived from the 5’UTR of mRNA (*ATP2B4*), and 11 putative piRNAs were derived from introns within 7 genes (*MORF4L1*, *SNX5*, *STOX1*, *ENSOARG00000013508*, *FAH*, *CLEC16A*, *DCAF6*) (Table S6).

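Expression of oar-piR-9006 was 50.6 ± 24.5 CPM (SD, n = 8) in well-fed and 15.0 ± 21.3 CPM (SD, n = 8) in underfed males, with log2 fold change -2.65 (standard error 0.82) and FDR 0.899 by limma. The 11 piRNAs that Table S6 places in introns had log2 fold changes from -3.20 for oar-piR-2194 to 2.01 for oar-piR-2936. Of these, 8 were higher and 3 were lower in underfed males, 5 had an unadjusted p under 0.05, and the lowest FDR among them was 0.899. The 11 include oar-piR-9006, which Table S6 lists both in the 5'UTR of ATP2B4 and in an intron of DCAF6. It is among the 3 lower and among the 5 with an unadjusted p under 0.05. The 5 piRNAs of MORF4L1 had only 2 distinct sets of values over the 16 libraries.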

### Relationship between nutrition and top ten expressed miRNAs

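The 10 miRNAs with the highest mean share of miRNA reads were the same in well-fed and underfed males, and were led by oar-miR-10b, oar-miR-143 and oar-miR-26a. Together they took 68.2% ± 2.18 (SD, n = 8) of the miRNA reads in well-fed and 73.6% ± 4.44 (SD, n = 8) in underfed males, with p = 0.0104 (exact permutation test, two-sided). The paired difference by replicate number, as a block, was 5.40 percentage points with p = 0.0156 (exact sign-flip permutation test). The other nine took 2.89 percentage points more of the remaining reads in underfed males when oar-miR-10b was left out, with p = 0.0676 (exact permutation test). The share was lowest in underfed replicate 1, at 63.1%. The mean share of oar-miR-143 was 17.7% ± 2.18 in well-fed and 18.3% ± 2.54 in underfed males.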

The top ten expressed miRNAs were the same in tissues from underfed males and well-fed males, and their total expression did not differ between treatments (68% versus and 75% of the total miRNAs) (Fig. S3). However, expression of three of the top ten miRNAs did differ between treatments – specifically, oar-miR-10b and oar-miR-26a showed greater expression in underfed than well-fed males, whereas novel-miR-31 showed the opposite effect (Fig. 2).

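For oar-miR-10b, expression was 209456 ± 29580 CPM (SD, n = 8) in well-fed and 294060 ± 80326 CPM (SD, n = 8) in underfed males, with log2 fold change 0.92 (standard error 0.27, FDR 0.0446, limma) and FC 1.40. FDR was under 0.05 in 4 of the 16 fits that each left out 1 male. For oar-miR-26a, expression was 54672 ± 8111 CPM in well-fed and 73906 ± 10754 CPM in underfed males, with log2 fold change 0.91 (standard error 0.18, FDR 0.00546) and FC 1.35, and FDR was under 0.05 in all 16 of these fits. The FC of both miRNAs was below the threshold of 1.5. With FC taken from TMM-scaled CPM, an alternative chosen after seeing the data, it was 2.04 for oar-miR-10b and 1.92 for oar-miR-26a, and both were DE. Expression of candidate-miR-31 was 44970 ± 8046 CPM in well-fed and 19776 ± 12441 CPM in underfed males, with log2 fold change -0.90 (standard error 0.22) and FC 0.440. When miRNAs and piRNAs were normalized jointly, which raised the log2 fold change of each of these miRNAs by 0.95, candidate-miR-31 had a log2 fold change of 0.049 (FDR 0.914) and stayed below the median of all tested miRNAs. Without TMM, the FDR of oar-miR-10b was 0.117.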

### Relationship between nutrition and genomic location of miRNAs

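Of the 27 miRNAs of clusters 8 and 9 on chromosome 18 that passed the CPM filter, 24 had lower modelled expression in underfed males, 20 had FC under 0.67 and 7 had an unadjusted p under 0.05. When miRNAs and piRNAs were normalized jointly, 7 of the 27 were lower, with a median log2 fold change of 0.19 against 0.91 for the other miRNAs. By limma, 3 were DE and lower in underfed males, oar-miR-411b-3p, oar-miR-323a-3p and oar-miR-3958-3p. The paired fit with the replicate number as a block gave 2, and sample weights, chosen after seeing the data, moved the count most, to 9. The median log2 fold change of the 27 miRNAs was -0.77, against 0.02 for the other 217 miRNAs, and single values ranged from -2.48 for oar-miR-411b-3p to 0.71 for oar-miR-136. The other 217 are those that Table S4 does not place in these clusters. They include oar-miR-376a-5p (log2 fold change -1.76), while Table S4 lists oar-miR-376a-3p. The mean log2(CPM + 1) of the 27 miRNAs in each male was 5.21 ± 0.49 (SD, n = 8) in well-fed and 4.49 ± 0.54 (SD, n = 8) in underfed males, with p = 0.0117 (exact permutation test, two-sided). Paired by replicate number, the same difference had p = 0.0391 (exact sign-flip permutation test). With a pseudocount of 0.1 CPM the difference was -1.01 with p = 0.0615 (exact permutation test).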

There were two large clusters of miRNAs on Chromosome 18 and they included 10 miRNAs for which expression was significantly lower (FDR < 0.05, FC > 1.5) in underfed than well-fed males (Table S4).

### Relationships between miRNAs and piRNAs

The proportion of miRNAs/piRNAs was defined by the ratio: miRNAs or putative piRNAs reads number /total small RNAs reads number. 

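The ratio of miRNA reads to piRNA reads was below 1 in all 8 well-fed males, from 0.355 to 0.908, with a median of 0.580. It was above 1 in 7 of the 8 underfed males and 0.517 in underfed replicate 1, with a median of 1.59 and a highest value of 3.13. The mean log2 ratio was -0.81 ± 0.39 (SD, n = 8) in well-fed males, with p = 0.00781 against 0 (exact sign-flip permutation test, two-sided), the smallest p that 8 males allow. It was 0.74 ± 0.82 (SD, n = 8) in underfed males, with p = 0.0469 by the same exact test. The piRNA total holds only reads of sequences that the authors' predictor kept. Which class was greater within a diet therefore depends on that filter. The difference of 1.55 between the diets had p = 0.000932 (exact permutation test, two-sided). Paired by replicate number as a block, this difference had p = 0.00781 (exact sign-flip permutation test). When the 2 most abundant miRNAs were left out, the mean log2 ratio of underfed males was -0.21 with p = 0.398 (exact sign-flip permutation test). The difference between diets was then 1.30. These miRNAs held on average 29.4% and 18.3% of underfed miRNA reads, so leaving them out lowers the ratio by arithmetic. Without the 10 most abundant piRNAs, the mean of underfed males was 1.00 with p = 0.0156 (same exact test). The difference between diets was then 1.54. Neither removal tests which class was greater in underfed males. Among the 13 libraries with more than 100000 miRNA reads, the difference was 1.62 with p = 0.00466 (exact permutation test), and the other libraries, 1 well-fed and 2 underfed, were too few to compare. The ratio needs no total of small RNA reads, and the proportions of that total were not analysed here.

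**Figure D1:**
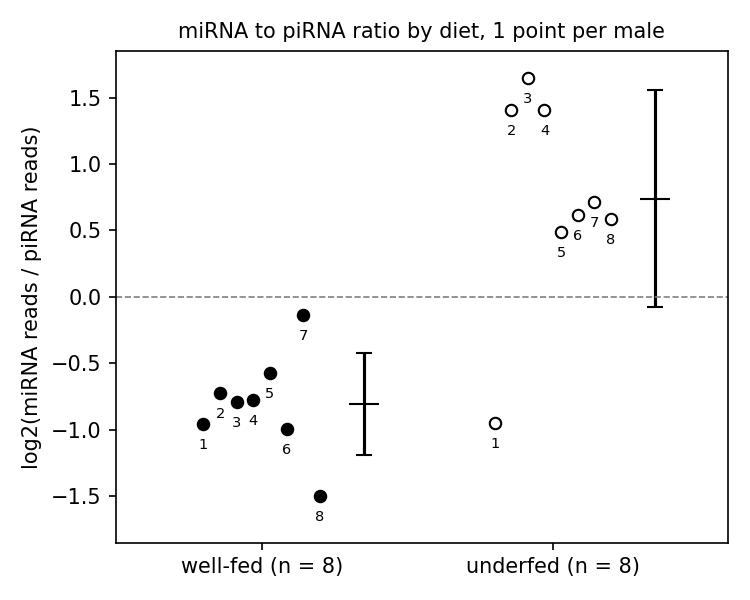
Log2 ratio of miRNA reads to piRNA reads in each of 8 well-fed (filled) and 8 underfed (open) males, numbered by replicate, with the mean and SD of each diet at the right of its points and a dashed line where both classes are equal. All 8 well-fed males lie below 0 and 7 of the 8 underfed males lie above it, with underfed replicate 1 at -0.95.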

Interestingly, the proportion of putative piRNAs was greater than the proportion of miRNAs in well-fed males (P < 0.05, Fig. 3A) whereas the proportion of miRNAs was greater in underfed males (P < 0.05, Fig. 3A). In addition, there was a positive correlation between the proportion of miRNAs and proportion of putative piRNAs in testicular tissue from well-fed males (r = 0.8, P < 0.05, Fig. 3B) and underfed males (r = 0.8, P < 0.05, Fig. 3C).

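The total miRNA and piRNA reads of each library, on the log2 scale, were correlated. The proportions of all small RNA reads were not analysed here. A library with few reads is low in both totals, as well-fed replicate 5 with 17163 miRNA and 25552 piRNA reads, so a positive r of totals can come from depth alone and is no test of a relation between proportions. In well-fed males, Pearson r was 0.970 (exact permutation p = 0.0101, adjusted 0.0101, n = 8) and Spearman rho was 0.595 (exact permutation p = 0.132, adjusted 0.132). In underfed males, r was 0.921 (exact permutation p = 0.00129, adjusted 0.00258, n = 8) and rho was 0.857 (exact permutation p = 0.0107, adjusted 0.0214). The adjustment was over the 2 diets. Without well-fed replicates 3 and 5, the libraries farthest from the median piRNA total, r was 0.123 (exact permutation p = 0.853), so the correlation of totals in well-fed males rested on them. Without underfed replicates 6 and 7, r was 0.836 (exact permutation p = 0.0278), with underfed replicate 8, another library with few reads, still included. Among the libraries with more than 100000 miRNA reads, r was 0.587 in 7 well-fed males (exact permutation p = 0.152) and 0.548 in 6 underfed males (exact permutation p = 0.260). From the opposite order of the classes in the 2 diets, the paper proposes that nutrition has differential effects on the expression of small RNAs, and that the rate of sperm production could explain this because piRNAs are expressed in germ line cells. From its correlations of proportions it proposes a synergistic relationship between the classes.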

### Functional analysis of miRNAs

The targets of the miRNAs were predicted with TargetScan and miRanda and it was found that 74 sheep-specific miRNAs would target 7783 genes. The function of these targeted genes was analyzed by IPA. The most common functions are listed in Table 1 where it can be seen that, in general, they are related to synthesis of lipids and hormones, to testis morphology, and production of sperm. Also, 3567 genes were predicted to be targeted by the miRNAs clustered on Chromosome 18. Their most common functions were related to testis morphology (P < 0.05).

In addition, 44 DE miRNAs were predicted to target 1,597 genes (data not shown), and a total of 14 functional categories were identified, including those involved in the development and function of the hematological and reproductive systems (Table 2). We identified 11 biological processes that were targeted within the category of development and function of the reproductive system, including apoptosis and Sertoli cell number (Fig. 4). Furthermore, IPA analysis revealed that these DE miRNAs were also involved in 76 signaling pathways, of which apoptosis signaling, germ cell-Sertoli cell junction signaling, Sertoli cell-Sertoli cell junction signaling are among the most relevant pathways (Fig. S4). To test our hypothesis that apoptosis explains the poor sperm quality in underfed animals, we further analyzed the DE miRNAs in the apoptosis-signaling pathway. We found that 12 genes involved in apoptosis could be targeted by 9 DE miRNAs, with novel-miR-144 targeting four of the apoptosis-related genes (*FASL*, *CASP3*, *BCL2L1*, *TP53*).

### Validation of predicted miRNA targets

We validated *FASL*, *CASP3*, *BCL2L1* and *TP53* as direct targets for novel-miR-144 in a biological process using a dual luciferase reporter assay on a sheep fetal testis cell line. Co-transfection of novel-miRNA-144 mimics and pmirGLO vector containing 3’UTR of *TP53* decreased normalized luciferase activity by 72% compared to the pmirGLO vector no-insert control (P < 0.01, Fig. 5). There was no difference between the pmirGLO vector no-insert control and miRNA mimics negative control. Similar results were observed with *CASP3* and *FASL* for which there were 67% and 74% decreases compared with the no-insert control (P < 0.01, Fig. 5). However, normalized luciferase activity of pmirGLO that contained *BCL2L1* was not affected by novel-miR-144 (Fig. 5).

## Discussion

This is the first comprehensive description of small RNAs in sheep testis and, by combining these observations with bio-informatics analysis and experimental validation, in the context of an experimental model of reversible testis growth in the sexually mature males, we have been able to identify miRNAs and piRNAs that are associated with the control of testis function. Importantly, we have also shown how the expression of these small RNAs changes in response to under-nutrition in association with apoptosis in germ cells. Our findings strongly support the hypothesis that the decline in sperm production and sperm quality induced by under-nutrition^4^ in the sexually mature sheep are mediated at least partly by increased apoptosis in germ cells.

### Profile of small RNAs in sheep testis

Around 63% of the known miRNAs and 43% of the novel miRNAs that we detected are conserved or highly conserved, suggesting that their biological functions are conserved across species^45^. The present study also revealed 5 known and 69 novel miRNAs that are sheep-specific, most with functions focused on synthesis of lipid or hormones, or production of sperm. This differed from the conserved miRNAs, suggesting that sheep-specific miRNAs may represent an important source of novel functionalities during evolution, an idea previously raised for the human and the mouse^46^. The ten most highly ranked miRNAs are relatively well conserved across species – for example, four miRNAs (miR-143, let-7a, let-7f, miR-148a) in pig testis^47^ and two miRNAs (let-7a, let-7f) in human testis^48^ ranked within the ten most highly expressed miRNAs found in this study. This suggests that they play similar roles in the control of testis function for a variety of mammalian species. To our knowledge, the present study is the first to profile piRNAs in sheep testis. About 10% of the small RNAs were predicted to be putative piRNAs, similar to pigs (13%), mice (10%) and humans (9%)^20^,^48^,^49^. However, in contrast to miRNAs, the sequences of the putative piRNAs are weakly conserved among species^50^.

### Impact of under-nutrition on miRNAs and apoptosis

The predicted targets of the 44 miRNAs that were differentially expressed (DE) between well-fed and under-fed sheep were related to tissue morphology and development of the reproductive system. Among all the DE miRNAs, there were 24, including novel-miR-31, that were more highly expressed in well-fed sheep than in under-fed sheep. Novel-miR-31 is homologous with miR-34 which has been shown to enhance germ cell phenotype during the late stages of spermatogenesis in other species^51^. Under-nutrition was associated with greater expression of 20 miRNAs, including miR-99a, which reduces the expression of the tight-junction-related protein, ZO-1^5^,^52^.

The predicted targets of top ten expressed miRNAs were functionally related to diseases of the reproductive system, connective tissue function and development, tissue morphology and cellular growth and proliferation, suggesting a critical role in regulating reproductive performance. Under-nutrition did not affect the composition of the top ten, but did affect the expression of three of them - specifically, underfed males showed higher expression of oar-miR-10b and oar-miR-26a, and lower expression of novel-miR-31 (miR-34c), than well-fed males. The genes that were up-regulated in underfed males have been implicated in the induction of apoptosis (miR-26a)^53^ and testis dysfunction (miR-10b)^54^, whereas novel-miR-31(miR-34c), which was up-regulated in well-fed males, enhances germinal phenotypes in late spermatogenesis^51^. These roles are consistent with the conclusion that, during the loss of testis mass with under-nutrition, apoptosis is induced and spermatogenesis is disrupted.

We had hypothesized that increased apoptosis is one of the main causes of the negative effect of under-nutrition on sperm production^4^ and spermatogenic efficiency^5^. Underfed sheep had more TUNEL-positive germ cells and higher expression of apoptosis-related genes (*FASL*, *CASP3*, *TP53*)^55^,^56^,^57^ than well-fed sheep, thus supporting our hypothesis. Interestingly, TUNEL-positive germ cells were observed only in the early stages of spermatogenesis (spermatogonia and spermatocytes) and not in spermatids or spermatozoa. This observation agrees with reports for other species^58^,^59^,^60^, suggesting that spermatogenic cells are mostly eliminated before the first meiotic division. However, there are a few reports of apoptosis in spermatids or spermatozoa^61^. It is therefore possible that our TUNEL assay was not able to adequately label spermatids or spermatozoa due to either the compact nature of their DNA or their limited production of mRNA, generally thought to be necessary for apoptotic death^61^.

We focused our investigation on novel-miR-144 (homolog: miR-98) for two reasons: first, novel-miR-144 was up-regulated in underfed sheep; second, novel-miR-144 targets four of the apoptosis-related genes (*FASL*, *CASP3*, *TP53*, *BCL2L1*)^26^,^62^. Our working hypothesis, that the negative effects of under-nutrition on spermatogenic efficiency are mediated by increased apoptosis, is supported by studies in mice^63^ where the homologue to novel-miR-144 has been shown to be pro-apoptotic. However, our finding contradicts some previous reports showing that miR-98 is up-regulated in small-cell lung cancer^64^ and breast cancer^65^, two conditions associated with cell proliferation rather than apoptosis. We also found a positive correlation between expression of novel-miR-144 and the apoptosis-related genes, *FASL*, *CASP3* and *TP53,* and therefore contradict the conventional wisdom that the expression of miRNAs is negatively correlated with their target genes^66^. However, this type of positive correlation has been reported previously in mice^67^ and could be interpreted as miRNAs playing a role in homeostatic mechanisms that maintain stability within the organism. The underfed sheep had increased TUNEL staining indicating increased apoptosis, most due to increased expression of the apoptosis-related genes, *FASL*, *CASP3* and *TP53.* miRNAs are thought to ‘fine tune’ the physiological balance within an organism, so it is possible that the increased expression of novel-miR-144 was a response to the increase in apoptosis, rather than a cause of the apoptosis. Novel-miR-144 relationships are obviously complex, but we propose that miR-98, and thus its sheep homologue (novel-miR-144), is both pro-apoptotic and anti-apoptotic depending on the physiological condition of organism.

### Impact of nutrition on putative piRNAs

Of the 35 differentially expressed piRNAs found in well-fed and underfed sheep, 60% were derived from intergenic and repeated regions of the genome. Based on observations in pigs, these DE piRNAs may have specific germline functions, including the repression of transposons and other repetitive elements^20^. The remaining 40% of the piRNAs that were differentially expressed in the current study were derived from genes. It is difficult to predict the specific functions of the piRNAs identified in the present study because our current understanding of their function is limited and their sequence identities are poorly conserved among species. We therefore focused only on the gene-derived DE piRNAs and predicted their functions based on previous references – for example, feline leukemia virus subgroup C receptor-related protein 2 (FLVCR2), which produces piR-12568 and functions as a calcium transporter and affects reproduction and respiration^68^. In addition, P-type Ca^2+^-ATPase isoform 4 of the plasma membrane (ATP_2_B_4_), which produces piR-9006, is responsible for sperm motility^69^. Furthermore, five piRNAs (piR-10216, piR-10217, piR-10729, piR-10730, piR-10731) that showed higher expression in underfed than well-fed sheep, were derived from MORF4L1, a gene that is highly expressed during male meiosis and spermatogenesis^70^ and seems likely to play a crucial role in male reproduction. To date, the mechanism through which piRNAs regulate sperm production and sperm quality is not clear. However, there has been a suggestion that a piRNA pathway was active in Sertoli cells^71^ and, as we have shown, Sertoli cell function is reduced in underfed males^5^. We therefore expect that piRNAs affect male reproduction by regulating the function of Sertoli cells, a hypothesis that needs to be tested in further studies.

### Relationships between miRNAs and piRNAs

In well-fed males, the proportion of putative piRNAs, as a percentage of total small RNAs, was greater than the proportion of miRNAs. This relationship was reversed in underfed males. These observations suggest that nutrition has distinct, differential effects on the expression of small RNAs in sheep testis. This relationship could be explained by the higher rate of sperm production in well-fed males compared to underfed males^72^, because piRNAs are specifically expressed in germ line cells^73^. Interestingly, there was a positive correlation between the proportions of miRNAs and putative piRNAs in testicular tissue, for both underfed and well-fed males, indicating a synergistic relationship between these classes of small RNAs. Further studies are needed to test this hypothesis.

In conclusion, under-nutrition is associated with increased germ cell apoptosis, as evidenced by increases in TUNEL-positive germ cells and in the expression of genes and miRNAs that are related to apoptosis. Furthermore, in underfed males, the differential expression of miRNAs and piRNAs is likely to help explain the negative effects of nutrition on spermatogenesis, spermatogenic efficiency and sperm quality. These conclusions, combined with the outcomes of research on the effects of nutrition on the reproductive axis of the male sheep^5^, led us to develop a working hypothesis that explains how nutrition affects testis function (Fig. 6). Specifically, under-nutrition leads to a reduction in FSH secretion^74^, a key hormone associated with the function of Sertoli cells and, significant changes in Sertoli cell function, including the disorganization of tight junctions and reversal of cell maturity^5^. The outcome is impaired spermatogenesis and reductions in the number of germ cells per unit mass of testis^5^, and increases in germ cell apoptosis that dramatically reduced the quantity and quality of spermatozoa^72^. Small RNAs seem to be involved in these processes. Specifically, miR-98 appears to regulate germ cell apoptosis by changing the expression of *CASP3, TP53* and *FASL* in parallel with the direct effects of miR-26. Similarly, changes in expression of miR-99a seem to affect the organization of Sertoli-cell tight junctions by targeting ZO-1^52^. The other small RNAs that we have detected (miR-26, miR-34c, miR-10b, piR-9006, piR-12568) are involved in the control of reproductive function in other species, so might also contribute to the effects of nutrition on spermatogenesis in the sexually mature sheep. The role of piRNAs in this process is far from clear, but the distinct differences between well-fed and underfed males in piRNA expression, and in the proportion of piRNAs as a total of small RNAs, suggest that they also play an important, possibly synergistic, role.

## Author Contributions

Y.G. and G.L. performed the molecular analysis, data analysis and draft writing; P.H., I.M. and G.B.M. contributed to animal study and data analysis; G.C. oversaw the TUNEL analysis; P.E.V. and L.L.G. contributed to interpretation of the molecular data. All authors contributed to manuscript writing.

## Additional Information

**How to cite this article**: Guan, Y. *et al.* Roles of small RNAs in the effects of nutrition on apoptosis and spermatogenesis in the adult testis. *Sci. Rep.* **5**, 10372; doi: 10.1038/srep10372 (2015).

## Supplementary Material

Supporting Information

## Figures and Tables

**Figure 1:**
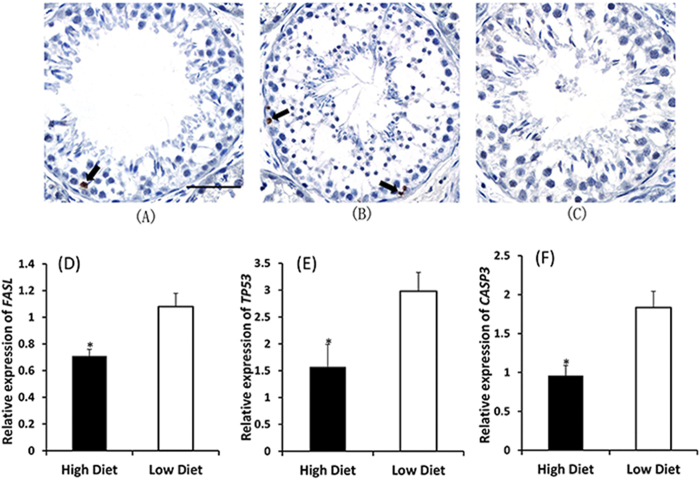
TUNEL-positive cells (arrows) detected in the testis in sexually mature sheep fed the High diet (**A**) or the Low diet (**B**) Negative control without terminal deoxynucleotidyl transferase (**C**) The scale bar represents 50 μm. (**D, E, F**): relative mRNA expression for apoptosis-related genes, normalized to *GAPDH*. Values are mean ± SE, N = 8 for each treatment. Significant effect of diet: *P < 0.05.

**Figure 2:**
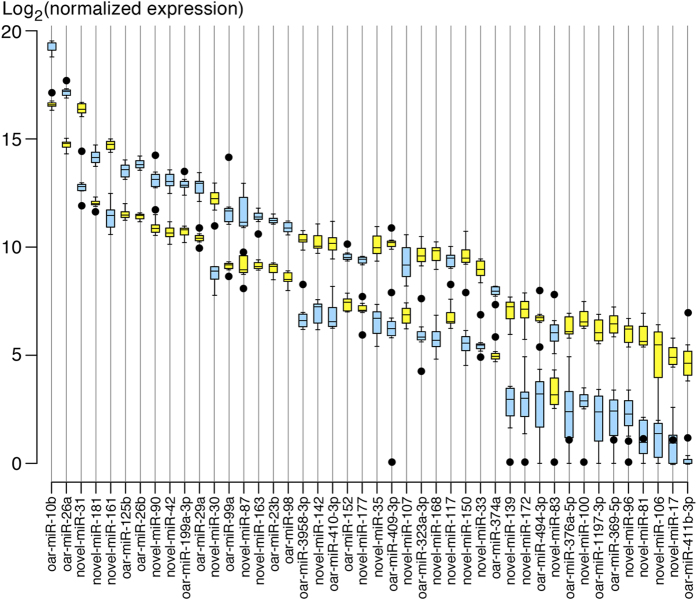
Box plot showing the differentially expressed (DE) miRNAs in testis from sexually mature sheep fed a high diet (yellow bar) and the low diet (blue bar). Central lines inside the boxes indicate median values, box width indicates 25% and 75% quartile ranges around the median, “T” indicates the maximum and minimum values, and black dots represent outliers. N = 8 for each treatment.

**Figure 3:**
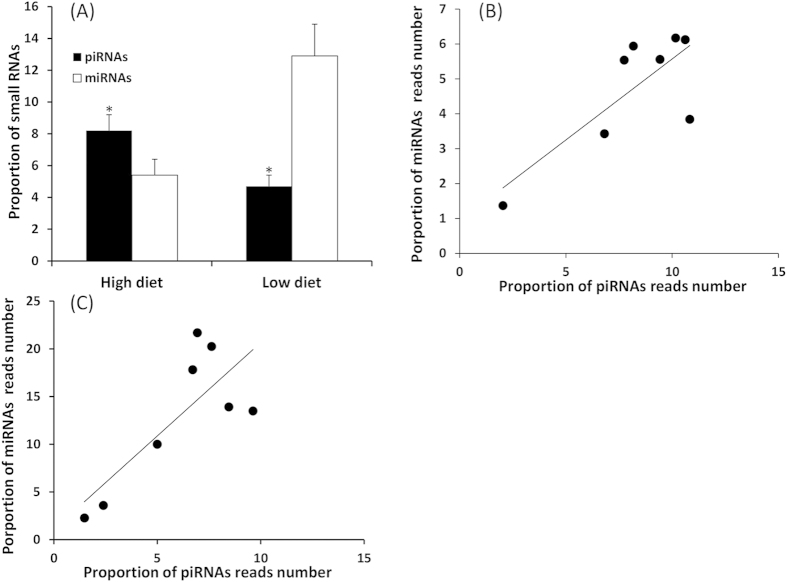
Proportions of putative piRNAs (black columns) and miRNAs (white columns) in each dietary treatment (**A**) Correlation between proportions of piRNAs and miRNAs in testis from sheep fed the High diet (**B**) or the Low diet (**C**) N = 8 for each treatment. The proportions of miRNAs or piRNAs were calculated as number of miRNAs or piRNAs reads divided by the total number of small RNA reads.

**Figure 4:**
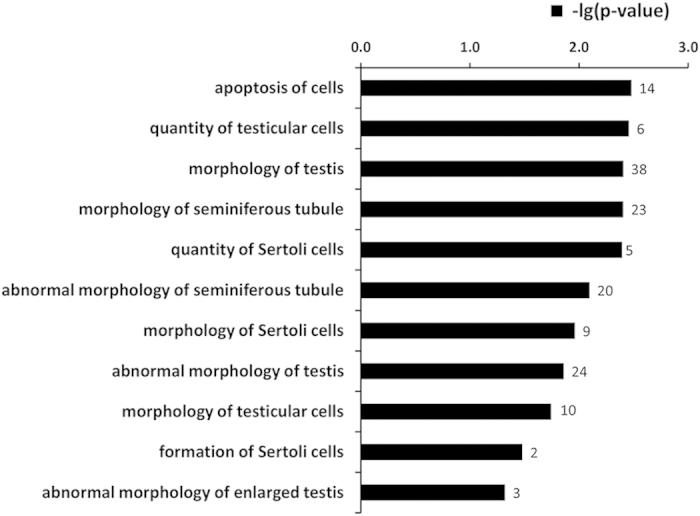
The top 11 functions of DE miRNAs related to development and function of the reproductive system. X-axis represents the –lg (p-value) and indicates the relevance of the function to the DE miRNAs, with a lower p-value (a higher value of – lg(p-value)) suggesting greater relevance.

**Figure 5:**
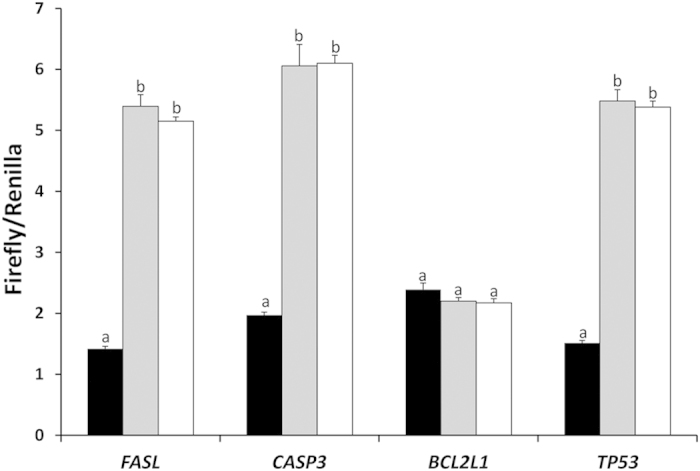
Normalized luciferase activity. Black column: co-transfection of novel-miRNA-144 mimics and reconstructed pmirGLO vector (containing 3’UTR of target genes). Grey column: co-transfection of novel-miRNA-144 mimics and pmirGLO vector (without 3’UTR of target genes). White column: co-transfection of miRNA mimics negative control and reconstructed pmirGLO vector (containing 3’UTR of target genes). Values are mean ± SE (N = 8 per treatment). a, b, c: different letters denote statistically significant differences within each target gene.

**Figure 6:**
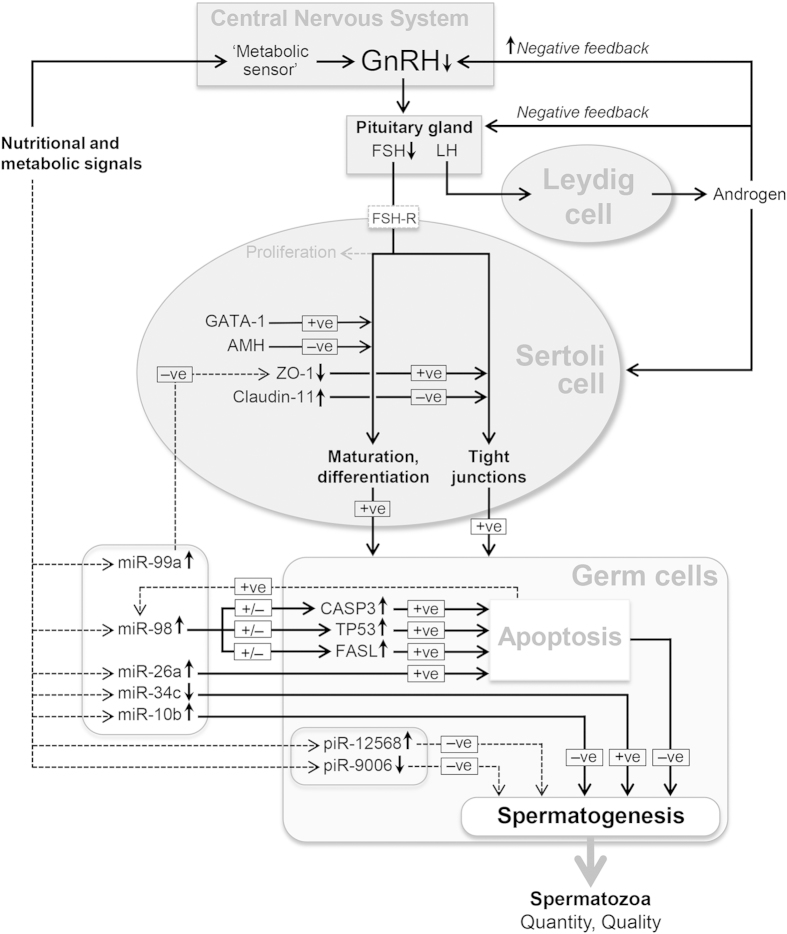
A working hypothesis of the mechanisms through which nutrition affects testis function in the sexually mature sheep, indicating roles that could be played by small RNAs. Stimulation is indicated by “+ve” and inhibition is indicated by “–ve”. The effects of under-nutrition on each regulatory factor are indicated by vertical arrows. Solid lines denote pathways supported by strong evidence whereas broken lines indicate pathways where the evidence is still accumulating. Nutritional and metabolic signals do not seem to affect the proliferation of Sertoli cells but they do affect Sertoli cell function, notably the organization of tight junctions and cellular maturation. The Sertoli cell responses, combined with nutrition-induced changes in germ cell apoptosis, affect the quantity and quality of spermatozoa produced. Several small RNAs are strongly affected by under-nutrition: miR-34c, miR-10b, piR-9006 and piR-12568 are directly associated with spermatogenesis; miR-98 and miR-26a regulate apoptosis of germ cells; miR-99a is predicted to regulate tight junctions by targeting ZO-1 expression. In addition, there are correlations between the proportions of miRNAs and piRNAs, although it is not clear whether this reflects mutual regulation, and there appears to be a feedback loop linking apoptosis and miR-98 expression.

**Table 1:** Functions or diseases linked to 74 sheep-specific miRNAs detected in the testis of sexually mature sheep.

**Category**	**Function or Disease**	**p-Value**
Small Molecule Biochemistry	Synthesis of lipid	3.04E-03
Endocrine System Development and Function	Synthesis of hormone	8.24E-03
Lipid Metabolism	Synthesis of steroid	8.24E-03
Organ Morphology	Abnormal morphology of enlarged testis	1.12E-02
Reproductive System Development and Function	Abnormal morphology of enlarged testis	1.12E-02
Cell Morphology	Size of connective tissue cells	1.26E-02
Small Molecule Biochemistry	Steroidogenesis	1.33E-02
Endocrine System Development and Function	Steroidogenesis	1.33E-02
Reproductive System Development and Function	Production of sperm	2.37E-02
Cellular Function and Maintenance	Production of sperm	2.37E-02
Cellular Growth and Proliferation	Production of sperm	2.37E-02
Tissue Morphology	Quantity of macrophages	2.37E-02
Cell Morphology	Size of cells	2.37E-02
Connective Tissue Development and Function	Quantity of connective tissue cells	3.82E-02

*Note*: P values indicate the relevance of the function, with lower values suggesting greater relevance.

**Table 2:** The predicted functions of the DE miRNAs analyzed by ingenuity pathway analysis (IPA).

**Category**	**p-value**	**Number of molecules**
Hematological system development and function	1.3E-03-1.3E-03	3
Tissue morphology	1.3E-03-3.31E-02	19
Connective tissue development and function	1.45E-03-3.31E-02	14
Reproductive system development and function	3.49E-03-4.77E-02	40
Organ morphology	3.92E-03-4.77E-02	38
Cell morphology	1.09E-02-1.8E-02	10
Molecular transport	1.13E-02-4.77E-02	7
Small molecule biochemistry	1.19E-02-4.77E-02	6
Cellular growth and proliferation	2.2E-02-4.01E-02	11
Lipid metabolism	3.24E-02-4.77E-02	6
Cell death and survival	3.31E-02-3.31E-02	2
Cellular function and maintenance	3.31E-02-3.31E-02	2
Drug metabolism	4.77E-02-4.77E-02	3
Endocrine system development and function	4.77E-02-4.77E-02	3

*Note*: P values indicate relevance of the function, with lower values suggesting greater relevance.

# Supplementary material for: Roles of small RNAs in the effects of nutrition on apoptosis and spermatogenesis in the adult testis
**Source:** Sci Rep. 2015 May 21;5:10372. doi: 10.1038/srep10372
**Supplement:** Supporting Information

## **Roles of small RNAs in the effects of nutrition on apoptosis and spermatogenesis in the adult testis**

Yongjuan Guan<sup>1§</sup>, Guanxiang Liang<sup>2§</sup>, Penelope A. R. Hawken<sup>1</sup>, Irek A. Malecki<sup>1,4</sup>, Greg Cozens<sup>5</sup>, Philip E. Vercoe<sup>1</sup>, Graeme B. Martin<sup>1,3\*</sup>, Le Luo Guan<sup>2\*</sup>

§ These authors contributed equally to the current work

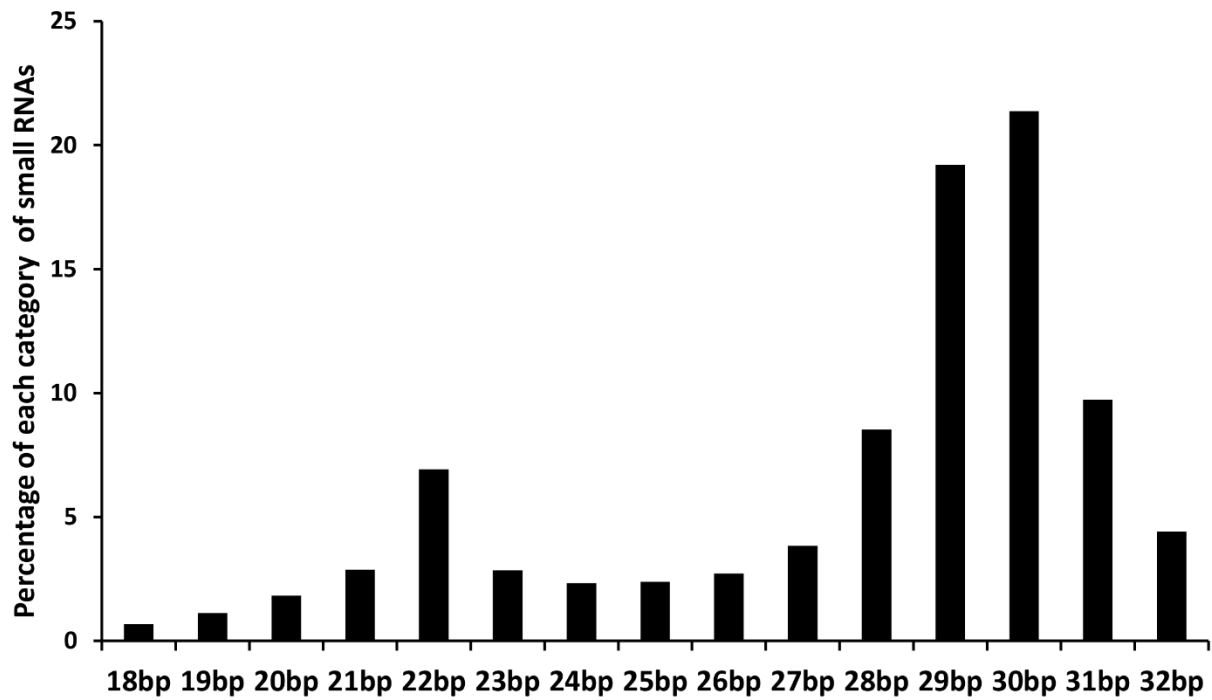

**Figure S1.** Length distribution of small RNAs in testis from sexually mature male sheep (n = 16).

Small RNAs displayed a bimodal length distribution with two peaks at 22 nt and 30 nt.

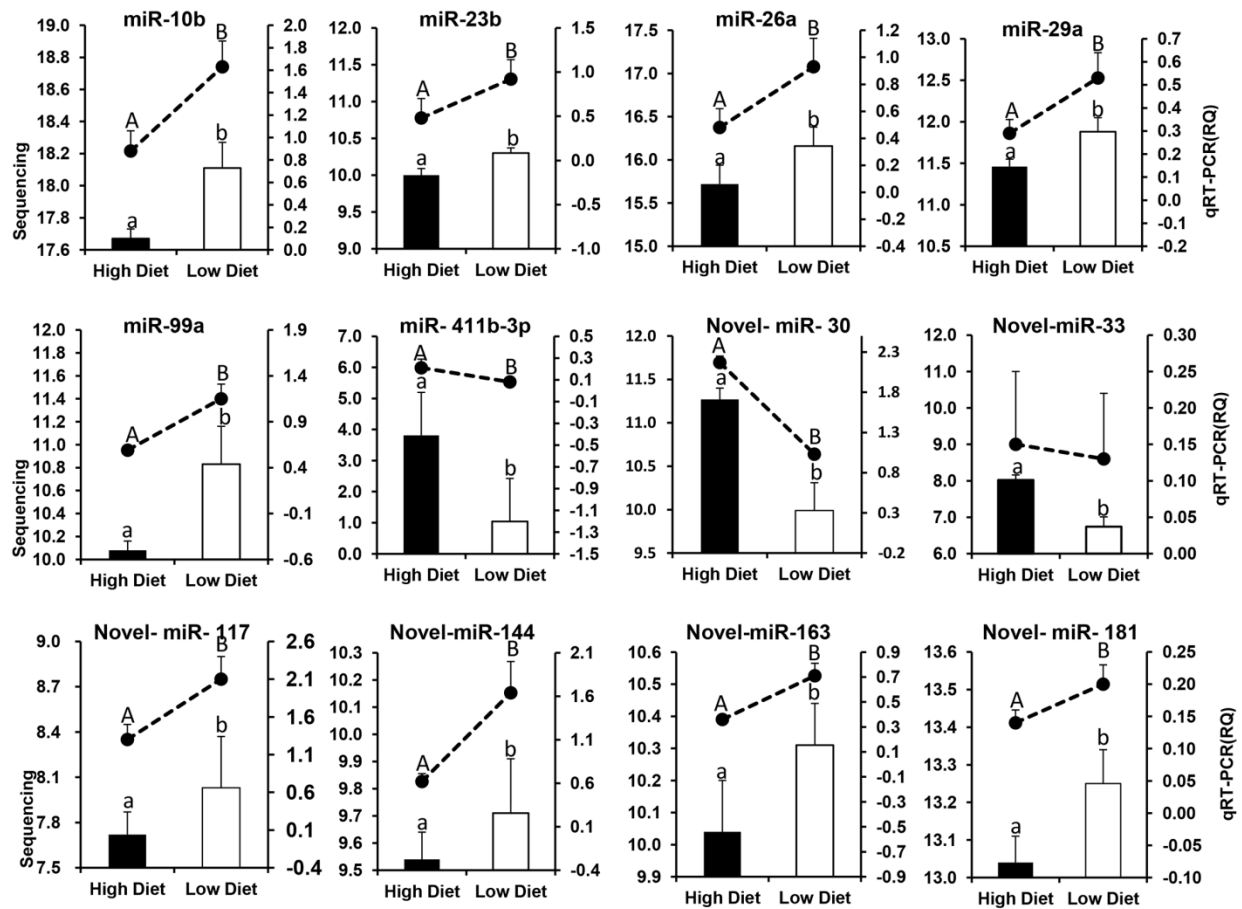

**Figure S2.** Expression of DE miRNAs in testis from sexually mature sheep fed the High diet or the Low diet, as detected by qRT-PCR and miRNA-seq. Measurement of relative expression by qRT-PCR is shown by line graphs and right Y-axis. Measurement of expression by miRNA-seq is shown by bar graphs and the left Y-axis (values are log2 of normalized number of reads). A, B, C: different letters denote significant difference in the relative expression detected by qRT-PCR; a, b, c: different letters denote significant difference in the expression detected by miRNA-seq. Values are mean  $\pm$  SE (N = 8 per treatment).

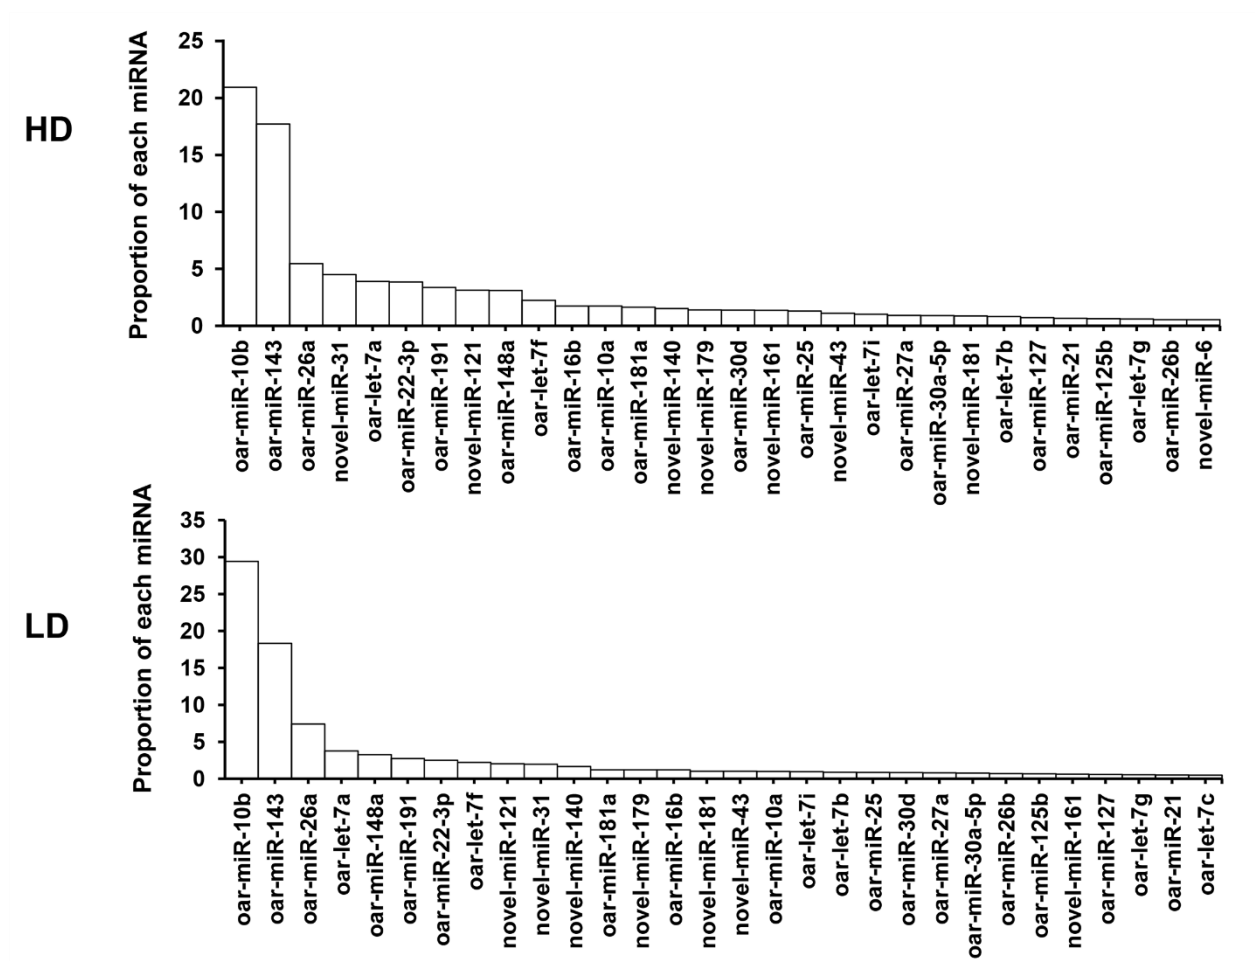

**Figure S3.** Top 30 highly expressed miRNAs detected in the testis of male sheep fed a high diet (HD) and a low diet (LD). N = 8 for each treatment.

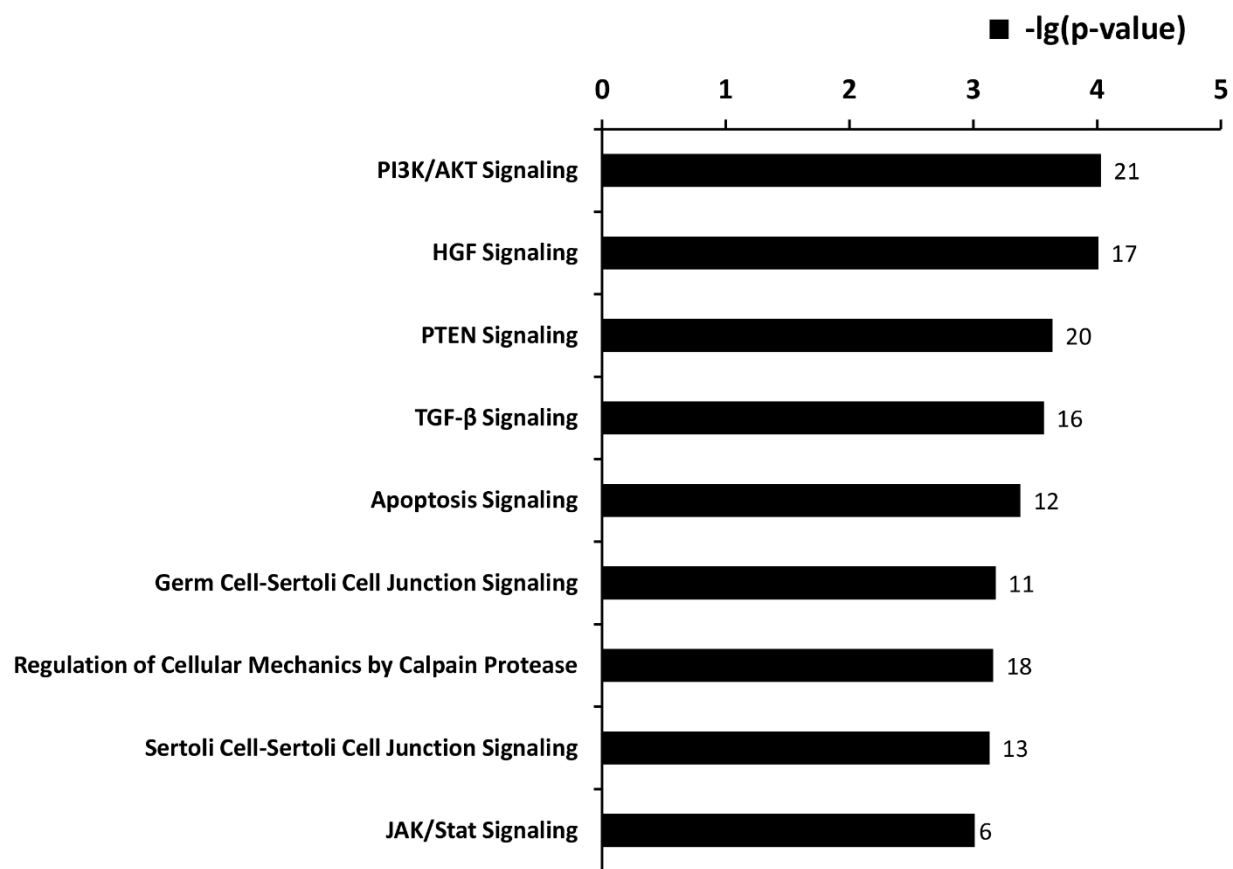

**Figure S4.** The top 9 signaling pathways of DE miRNAs analyzed by ingenuity pathway analysis (IPA). The X-axis is  $-\lg(p\text{-value})$  and indicates the relevance of the pathway to the DE miRNAs, with a lower p-value (a higher value of  $-\lg(p\text{-value})$ ) suggesting greater relevance.

**Table S1.** Details of primers used for RT-QPCR

| Gene  | Primer Sequence                                      | Product size (bp) | Gene Bank       |
|-------|------------------------------------------------------|-------------------|-----------------|
| FASL  | F:CCACGTGGCTGGTATCAACT<br>R:GGCTGACAGCAAAACAGGTG     | 108               | NM_001123003.1  |
| TP53  | F:GTCATCTAGCGTCCGACCTC<br>R:TGTCTCCTGACTCAGAGGGG     | 147               | NM_001009403.1  |
| CASP3 | F:GGCTCTGAGTGTTTGGGGAA<br>R:AGCTCCTGGACAAAGTTCCG     | 135               | XM_004021690.1  |
| GAPDH | F:CTGCTGACGCTCCCATGTTTGT<br>R:TAAGTCCCTCCACGATGCCAAA | 150               | NM_001190390.1* |

Note: \* GAPDH primers were obtained from Yu et al. 2010.

**Table S2.** Details of primers used for amplification of 3'UTR of the predicted targets of novel-miR-144.

| Gene   | Primer Sequence                                                 | Product size (bp) | Gene Bank      |
|--------|-----------------------------------------------------------------|-------------------|----------------|
| FASL   | F: CTCGAGAGCACTCTGGGATTCTCTCC<br>R: GTCGACTGCCCTTCCCAATTTCCACAT | 694               | NM_004013705.1 |
| CASP3  | F: CTCGAGCCCAAGGCAAGAAGCTCCA<br>R: GTCGACGGGCTGACATTCAGGGATGG   | 520               | XM_004021690.1 |
| BCL2L1 | F: CTCGAGTTCATCCCCACCCTCCAAGA<br>R: GTCGACAGCTGGAAAAAGTGTGGGCT  | 985               | NM_001009226   |
| TP53   | F: GTCATCTAGCGTCCGACCTC<br>R: TGTCTCCTGACTCAGAGGGG              | 895               | NM_001009403.1 |

**Table S3.** Identification of homologues of novel miRNAs in testis from sexually mature male sheep.

| <b>Novel miRNAs</b> | <b>homolog</b>  | <b>Conservation</b> |
|---------------------|-----------------|---------------------|
| Novel-miR-1         | ggo-miR-320a    | conserved           |
| Novel-miR-5         | cgr-miR-181c-5p | highly conserved    |
| Novel-miR-6         | mse-miR-100     | highly conserved    |
| Novel-miR-7         | cgr-miR-193b-3p | highly conserved    |
| Novel-miR-8         | pma-miR-129a-3p | poorly conserved    |
| Novel-miR-11        | cgr-miR-1839-5p | poorly conserved    |
| Novel-miR-14        | bta-miR-363     | highly conserved    |
| Novel-miR-16        | aca-miR-214-3p  | poorly conserved    |
| Novel-miR-18        | pol-miR-140-3p  | conserved           |
| Novel-miR-19        | bta-miR-1247-5p | poorly conserved    |
| Novel-miR-20        | rno-miR-504     | conserved           |
| Novel-miR-22        | bta-miR-6119-5p | poorly conserved    |
| Novel-miR-23        | ssc-miR-219     | poorly conserved    |
| Novel-miR-26        | cgr-miR-222-3p  | highly conserved    |
| Novel-miR-27        | cgr-miR-423-3p  | poorly conserved    |
| Novel-miR-28        | ggo-miR-138     | highly conserved    |
| Novel-miR-29        | ssc-miR-31      | highly conserved    |
| Novel-miR-30        | cgr-miR-34b-5p  | highly conserved    |
| Novel-miR-31        | cgr-miR-34c-5p  | highly conserved    |
| Novel-miR-33        | ssc-miR-296-3p  | conserved           |
| Novel-miR-34        | ggo-miR-491     | conserved           |
| Novel-miR-38        | bta-miR-1388-3p | poorly conserved    |
| Novel-miR-39        | cgr-miR-215-5p  | highly conserved    |
| Novel-miR-40        | ggo-miR-502b    | poorly conserved    |
| Novel-miR-41        | ggo-miR-628     | poorly conserved    |
| Novel-miR-43        | cgr-miR-186-5p  | conserved           |
| Novel-miR-44        | ssc-miR-20b     | highly conserved    |
| Novel-miR-45        | cgr-miR-93-5p   | highly conserved    |
| Novel-miR-46        | aca-miR-490-3p  | highly conserved    |
| Novel-miR-47        | bta-miR-224     | conserved           |
| Novel-miR-51        | ggo-miR-424     | highly conserved    |
| Novel-miR-52        | cgr-miR-497-5p  | highly conserved    |
| Novel-miR-54        | ppy-miR-301b    | highly conserved    |
| Novel-miR-55        | ccr-miR-130a    | poorly conserved    |
| Novel-miR-56        | ggo-miR-188     | poorly conserved    |
| Novel-miR-57        | cgr-miR-532-5p  | poorly conserved    |
| Novel-miR-58        | rno-miR-1306-5p | poorly conserved    |
| Novel-miR-60        | ggo-miR-142     | poorly conserved    |

|               |                 |                  |
|---------------|-----------------|------------------|
| Novel-miR-63  | bta-miR-3431    | poorly conserved |
| Novel-miR-65  | eca-miR-326     | conserved        |
| Novel-miR-69  | bta-miR-2483-5p | poorly conserved |
| Novel-miR-71  | ssc-miR-1468    | poorly conserved |
| Novel-miR-72  | ggo-miR-192     | highly conserved |
| Novel-miR-73  | ssc-miR-874     | conserved        |
| Novel-miR-74  | cgr-miR-328     | conserved        |
| Novel-miR-75  | ccr-miR-129     | poorly conserved |
| Novel-miR-76  | bta-miR-6529    | poorly conserved |
| Novel-miR-78  | ppy-miR-873     | conserved        |
| Novel-miR-80  | ggo-miR-331     | poorly conserved |
| Novel-miR-83  | eca-miR-345-5p  | poorly conserved |
| Novel-miR-84  | bta-miR-503-3p  | highly conserved |
| Novel-miR-87  | sha-miR-101     | highly conserved |
| Novel-miR-88  | ggo-miR-877     | poorly conserved |
| Novel-miR-89  | cgr-miR-505-3p  | poorly conserved |
| Novel-miR-90  | pma-miR-145-5p  | highly conserved |
| Novel-miR-91  | aca-miR-147     | poorly conserved |
| Novel-miR-93  | ccr-miR-20a-5p  | highly conserved |
| Novel-miR-95  | cgr-miR-141     | poorly conserved |
| Novel-miR-96  | rno-miR-212-3p  | highly conserved |
| Novel-miR-97  | ccr-miR-18a     | highly conserved |
| Novel-miR-98  | ccr-miR-429     | highly conserved |
| Novel-miR-99  | ccr-miR-365     | highly conserved |
| Novel-miR-101 | bta-miR-660     | poorly conserved |
| Novel-miR-103 | eca-miR-508-5p  | poorly conserved |
| Novel-miR-104 | oan-miR-18-3p   | poorly conserved |
| Novel-miR-107 | ccr-miR-29a     | poorly conserved |
| Novel-miR-108 | cgr-miR-195     | highly conserved |
| Novel-miR-109 | cgr-miR-15a-5p  | highly conserved |
| Novel-miR-110 | cgr-miR-15b-5p  | highly conserved |
| Novel-miR-111 | ccr-miR-196a    | highly conserved |
| Novel-miR-112 | dre-miR-196d    | highly conserved |
| Novel-miR-113 | ggo-miR-454     | highly conserved |
| Novel-miR-115 | ccr-miR-183     | highly conserved |
| Novel-miR-116 | ggo-miR-135b    | highly conserved |
| Novel-miR-117 | aca-miR-135-5p  | highly conserved |
| Novel-miR-118 | cgr-miR-455-5p  | highly conserved |
| Novel-miR-120 | cgr-miR-32-5p   | highly conserved |
| Novel-miR-121 | ccr-miR-92a     | highly conserved |
| Novel-miR-122 | eca-miR-105     | highly conserved |
| Novel-miR-123 | bta-miR-105b    | poorly conserved |
| Novel-miR-124 | ccr-miR-128     | highly conserved |

|               |                 |                  |
|---------------|-----------------|------------------|
| Novel-miR-127 | cgr-miR-148b-3p | highly conserved |
| Novel-miR-128 | ccr-miR-338     | highly conserved |
| Novel-miR-129 | ssc-miR-339     | conserved        |
| Novel-miR-131 | cgr-miR-615-3p  | conserved        |
| Novel-miR-132 | ggo-miR-486     | conserved        |
| Novel-miR-134 | bta-miR-342     | conserved        |
| Novel-miR-135 | ppy-miR-330-5p  | conserved        |
| Novel-miR-138 | pol-miR-9b-5p   | highly conserved |
| Novel-miR-140 | ggo-miR-146b    | highly conserved |
| Novel-miR-141 | bta-miR-146a    | highly conserved |
| Novel-miR-142 | bta-miR-769     | poorly conserved |
| Novel-miR-143 | ppy-let-7e      | highly conserved |
| Novel-miR-144 | cgr-miR-98      | highly conserved |
| Novel-miR-145 | cgr-miR-190a    | highly conserved |
| Novel-miR-146 | ggo-miR-190b    | highly conserved |
| Novel-miR-147 | eca-miR-507     | highly conserved |
| Novel-miR-149 | ppy-miR-767-5p  | poorly conserved |
| Novel-miR-151 | bta-miR-6123    | poorly conserved |
| Novel-miR-154 | cgr-miR-744-5p  | poorly conserved |
| Novel-miR-156 | ccr-miR-7a      | highly conserved |
| Novel-miR-157 | ccr-miR-1c      | poorly conserved |
| Novel-miR-158 | cgr-miR-184     | highly conserved |
| Novel-miR-161 | ppy-miR-449a    | highly conserved |
| Novel-miR-162 | ccr-miR-34      | highly conserved |
| Novel-miR-163 | cgr-miR-24-3p   | highly conserved |
| Novel-miR-165 | bta-miR-30f     | highly conserved |
| Novel-miR-166 | sha-miR-30e     | highly conserved |
| Novel-miR-169 | ggo-miR-542-3p  | conserved        |
| Novel-miR-171 | cgr-miR-19a     | highly conserved |
| Novel-miR-173 | ccr-miR-499-5p  | highly conserved |
| Novel-miR-174 | ppy-miR-155     | highly conserved |
| Novel-miR-175 | mml-miR-1296    | poorly conserved |
| Novel-miR-176 | cgr-miR-340-5p  | conserved        |
| Novel-miR-177 | ggo-miR-361-5p  | conserved        |
| Novel-miR-178 | rno-miR-3585-5p | poorly conserved |
| Novel-miR-179 | ggo-miR-27b     | highly conserved |
| Novel-miR-180 | ggo-miR-197     | conserved        |
| Novel-miR-181 | cgr-miR-204     | highly conserved |
| Novel-miR-183 | pma-miR-153-3p  | highly conserved |
| Novel-miR-186 | ppy-miR-592     | conserved        |
| Novel-miR-188 | mmu-miR-670-3p  | poorly conserved |
| Novel-miR-191 | pol-miR-133-3p  | poorly conserved |
| Novel-miR-193 | cgr-miR-450a    | poorly conserved |
| Novel-miR-194 | mmu-miR-335-3p  | poorly conserved |

---

**Table S4.** Identification of clustered miRNAs in testis from sexually mature male sheep. Note:

Fold change (FC) = CPM of low diet group/CPM of high diet group. CPM (counts per million) = (piRNAs reads number/total reads number per library)  $\times$  1,000,000. The significant DE piRNAs were determined by false discovery rate (FDR)  $< 0.05$ .

| Cluster | miRNA precursors | Chromosome | Start     | End       | Chain | Fold change | FDR  |
|---------|------------------|------------|-----------|-----------|-------|-------------|------|
| 1       | oar-let-7c       | 1          | 138828281 | 138828348 | -     | 1.584886515 | 0.12 |
| 1       | oar-mir-99a      | 1          | 138829044 | 138829104 | -     | 1.980160098 | 0.00 |
| 2       | oar-let-7d       | 2          | 27312334  | 27312420  | -     | 1.362595936 | 0.12 |
| 2       | oar-let-7f       | 2          | 27314541  | 27314619  | -     | 1.232809484 | 0.82 |
| 3       | oar-mir-23a      | 2          | 31139258  | 31139316  | -     | 1.526131083 | 0.17 |
| 3       | oar-mir-23b      | 2          | 31139258  | 31139316  | -     | 1.715777266 | 0.01 |
| 4       | oar-mir-29a      | 4          | 94625756  | 94625815  | -     | 1.894866859 | 0.00 |
| 4       | oar-mir-29b      | 4          | 94626148  | 94626212  | -     | 1.848852521 | 0.15 |
| 5       | Novel-mir-97     | 10         | 66183231  | 66183294  | +     | 0.863758469 | 0.72 |
| 5       | Novel-mir-171    | 10         | 66183379  | 66183435  | +     | 1.973624423 | 0.25 |
| 5       | Novel-mir-93     | 10         | 66183541  | 66183600  | +     | 1.067442176 | 0.82 |
| 5       | Novel-mir-121    | 10         | 66183794  | 66183853  | +     | 0.811971043 | 0.29 |
| 6       | oar-mir-200a     | 12         | 49397310  | 49397370  | -     | 3.11106299  | 0.06 |
| 6       | oar-mir-200b     | 12         | 49397879  | 49397938  | -     | 2.385865368 | 0.07 |
| 7       | Novel-mir-151    | 13         | 56861602  | 56861671  | +     | 0.620328913 | 0.12 |
| 7       | Novel-mir-33     | 13         | 56861865  | 56861922  | +     | 0.525667371 | 0.02 |
| 8       | oar-mir-431      | 18         | 64480275  | 64480365  | +     | NA          | NA   |
| 8       | oar-mir-433-3p   | 18         | 64481132  | 64481245  | +     | NA          | NA   |
| 8       | oar-mir-127      | 18         | 64482256  | 64482312  | +     | 1.035213089 | 1.00 |
| 8       | oar-mir-432      | 18         | 64483745  | 64483814  | +     | 0.639252679 | 0.11 |
| 8       | oar-mir-136      | 18         | 64483932  | 64483988  | +     | 0.977629258 | 0.32 |
| 9       | oar-mir-299-5p   | 18         | 64620136  | 64620188  | +     | 0.582366793 | 0.04 |
| 9       | oar-mir-299-3p   | 18         | 64620136  | 64620188  | +     | NA          | NA   |
| 9       | oar-mir-380-3p   | 18         | 64621337  | 64621394  | +     | 0.566096672 | 0.06 |
| 9       | oar-mir-411b-3p  | 18         | 64621498  | 64621554  | +     | 0.248428524 | 0.02 |
| 9       | oar-mir-1197-5p  | 18         | 64621814  | 64621942  | +     | NA          | NA   |
| 9       | oar-mir-1197-3p  | 18         | 64621814  | 64621942  | +     | 0.537416643 | 0.05 |
| 9       | oar-mir-323a-3p  | 18         | 64622016  | 64622072  | +     | 0.456090204 | 0.00 |
| 9       | oar-mir-758-3p   | 18         | 64622312  | 64622370  | +     | 0.534382926 | 0.06 |
| 9       | oar-mir-329b-3p  | 18         | 64623030  | 64623089  | +     | 0.847076851 | 0.59 |
| 9       | oar-mir-494-3p   | 18         | 64626212  | 64626270  | +     | 0.476289717 | 0.02 |
| 9       | oar-mir-543-3p   | 18         | 64628562  | 64628619  | +     | 0.660922349 | 0.60 |
| 9       | oar-mir-495-3p   | 18         | 64629999  | 64630057  | +     | 0.968098552 | 0.81 |
| 9       | oar-mir-3958-5p  | 18         | 64631942  | 64631998  | +     | 0.429111578 | 0.32 |

|    |                 |    |          |          |   |             |      |
|----|-----------------|----|----------|----------|---|-------------|------|
| 9  | oar-mir-3958-3p | 18 | 64631942 | 64631998 | + | 0.402147109 | 0.01 |
| 9  | oar-mir-376b-3p | 18 | 64634621 | 64634681 | + | 0.90351894  | 0.79 |
| 9  | oar-mir-376c-3p | 18 | 64634992 | 64635050 | + | 0.919212574 | 0.89 |
| 9  | oar-mir-376d    | 18 | 64635363 | 64635421 | + | 0.82520239  | 0.94 |
| 9  | oar-mir-376e-3p | 18 | 64635739 | 64635798 | + | 0.678302164 | 0.07 |
| 9  | oar-mir-376a-3p | 18 | 64636085 | 64636187 | + | 0.471194039 | 0.05 |
| 9  | oar-mir-1185-5p | 18 | 64638058 | 64638118 | + | 0.602903914 | 0.03 |
| 9  | oar-mir-1185-3p | 18 | 64638058 | 64638118 | + | 0.50697974  | 0.02 |
| 9  | oar-mir-381-3p  | 18 | 64639738 | 64639801 | + | 0.517586244 | 0.06 |
| 9  | oar-mir-381-3p  | 18 | 64639738 | 64639801 | + | 0.517586244 | 0.06 |
| 9  | oar-mir-487b-3p | 18 | 64640234 | 64640291 | + | 0.437432822 | 0.24 |
| 9  | oar-mir-539-3p  | 18 | 64641003 | 64641061 | + | 0.678302164 | 0.36 |
| 9  | oar-mir-544-5p  | 18 | 64642597 | 64642697 | + | 0.435275282 | 0.04 |
| 9  | oar-mir-655-3p  | 18 | 64643523 | 64643583 | + | 1.110827145 | 0.82 |
| 9  | oar-mir-3959-5p | 18 | 64645543 | 64645597 | + | 0.616192452 | 0.26 |
| 9  | oar-mir-3959-3p | 18 | 64645543 | 64645597 | + | 0.48856939  | 0.90 |
| 9  | oar-mir-487a-3p | 18 | 64645957 | 64646015 | + | 0.494240374 | 0.06 |
| 9  | oar-mir-382-5p  | 18 | 64648908 | 64648965 | + | 0.856893187 | 0.30 |
| 9  | oar-mir-382-3p  | 18 | 64648908 | 64648965 | + | 0.515520369 | 0.25 |
| 9  | oar-mir-134-5p  | 18 | 64649271 | 64649334 | + | 0.624165274 | 0.04 |
| 9  | oar-mir-485-5p  | 18 | 64649969 | 64650028 | + | 0.56949063  | 0.82 |
| 9  | oar-mir-485-3p  | 18 | 64649969 | 64650028 | + | 0.58179404  | 0.27 |
| 10 | Novel-mir-7     | 24 | 13219122 | 13219181 | + | 1.380577355 | 0.72 |
| 10 | Novel-mir-99    | 24 | 13223800 | 13223862 | + | 1.369002591 | 0.30 |
| 11 | Novel-mir-101   | X  | 52158377 | 52158433 | - | 1.2288107   | 0.45 |
| 11 | Novel-mir-40    | X  | 52160489 | 52160551 | - | 1.164573195 | 0.58 |
| 11 | Novel-mir-56    | X  | 52175957 | 52176017 | - | 1.210895151 | 0.91 |
| 11 | Novel-mir-57    | X  | 52176280 | 52176339 | - | 1.594851755 | 0.10 |
| 12 | Novel-mir-123   | X  | 78722115 | 78722173 | + | 0.590118399 | 0.69 |
| 12 | Novel-mir-149   | X  | 78723038 | 78723094 | + | 0.587297102 | 0.07 |
| 12 | Novel-mir-122   | X  | 78724306 | 78724365 | + | 0.74238861  | 0.29 |
| 13 | Novel-mir-47    | X  | 79046399 | 79046467 | + | 1.251729498 | 0.12 |
| 13 | Novel-mir-63    | X  | 79048337 | 79048399 | + | 1.606445935 | 0.11 |
| 14 | Novel-mir-105   | X  | 84537948 | 84538004 | + | 0.515520369 | 0.20 |
| 14 | Novel-mir-17    | X  | 84538978 | 84539035 | + | 0.426811782 | 0.04 |
| 15 | Novel-mir-51    | X  | 95343715 | 95343773 | + | 1.351991113 | 0.33 |
| 15 | Novel-mir-84    | X  | 95344046 | 95344109 | + | 1.048140434 | 1.00 |
| 15 | Novel-mir-169   | X  | 95348844 | 95348903 | + | 1.157054382 | 0.58 |
| 15 | Novel-mir-193   | X  | 95350011 | 95350066 | + | 1.51624386  | 0.13 |
| 16 | Novel-mir-104   | X  | 95607969 | 95608031 | + | 1.572303012 | 0.47 |
| 16 | Novel-mir-44    | X  | 95608208 | 95608268 | + | 0.930382533 | 0.82 |
| 16 | Novel-mir-121   | X  | 95608483 | 95608544 | + | 0.811971043 | 0.29 |
| 16 | Novel-mir-14    | X  | 95608637 | 95608702 | + | 0.926128863 | 0.94 |

**Table S5.** Differentially expressed piRNAs in testis from sheep fed a low or high diet (N = 8 for each treatment). *Note:* Fold change (FC) = CPM of low diet group/CPM of high diet group. CPM (Counts per million) = (piRNAs reads number/total reads number per library)  $\times$  1,000,000. The significant DE piRNAs were determined by false discovery rate (FDR) < 0.05.

|               | logFC | logCPM | PValue   | FDR      |
|---------------|-------|--------|----------|----------|
| oar-piR-789   | 3.64  | 6.85   | 6.67E-17 | 3.33E-13 |
| oar-piR-3085  | -3.79 | 5.96   | 1.76E-14 | 4.39E-11 |
| oar-piR-11578 | 3.50  | 4.07   | 6.88E-13 | 1.15E-09 |
| oar-piR-6442  | 4.29  | 3.59   | 1.88E-11 | 2.35E-08 |
| oar-piR-606   | 2.19  | 6.72   | 2.32E-10 | 2.32E-07 |
| oar-piR-12439 | -1.94 | 8.65   | 1.30E-09 | 1.08E-06 |
| oar-piR-13207 | 2.10  | 5.03   | 1.32E-07 | 9.43E-05 |
| oar-piR-2287  | -1.98 | 8.89   | 2.06E-07 | 1.28E-04 |
| oar-piR-1866  | -2.06 | 4.89   | 3.68E-07 | 1.93E-04 |
| oar-piR-6716  | -2.57 | 4.41   | 3.85E-07 | 1.93E-04 |
| oar-piR-3404  | -2.91 | 5.14   | 5.10E-07 | 2.30E-04 |
| oar-piR-11406 | 1.73  | 5.75   | 5.84E-07 | 2.30E-04 |
| oar-piR-1617  | -2.38 | 6.06   | 5.99E-07 | 2.30E-04 |
| oar-piR-2194  | -1.56 | 5.21   | 7.53E-07 | 2.69E-04 |
| oar-piR-3337  | -3.28 | 5.07   | 1.35E-06 | 4.50E-04 |
| oar-piR-10216 | 2.45  | 3.93   | 1.95E-06 | 5.75E-04 |
| oar-piR-10217 | 2.45  | 3.93   | 1.95E-06 | 5.75E-04 |
| oar-piR-10729 | 2.13  | 4.19   | 3.02E-06 | 7.54E-04 |
| oar-piR-10730 | 2.13  | 4.19   | 3.02E-06 | 7.54E-04 |
| oar-piR-10731 | 2.13  | 4.19   | 3.02E-06 | 7.54E-04 |
| oar-piR-2327  | -2.20 | 8.53   | 3.36E-06 | 8.00E-04 |
| oar-piR-300   | -1.47 | 6.89   | 3.63E-06 | 8.24E-04 |
| oar-piR-12568 | 0.56  | 6.63   | 3.90E-06 | 8.48E-04 |
| oar-piR-2936  | 1.54  | 5.18   | 4.56E-06 | 9.50E-04 |
| oar-piR-664   | 1.61  | 7.59   | 2.14E-05 | 4.28E-03 |
| oar-piR-9120  | -2.26 | 4.63   | 3.90E-05 | 7.49E-03 |
| oar-piR-9006  | -1.05 | 5.34   | 4.68E-05 | 8.53E-03 |
| oar-piR-6573  | 1.54  | 6.39   | 4.78E-05 | 8.53E-03 |
| oar-piR-223   | -0.93 | 11.98  | 5.02E-05 | 8.65E-03 |
| oar-piR-644   | -1.98 | 4.11   | 6.04E-05 | 1.01E-02 |
| oar-piR-2747  | 1.52  | 5.23   | 7.48E-05 | 1.21E-02 |
| oar-piR-1189  | -0.89 | 10.55  | 1.33E-04 | 2.07E-02 |
| oar-piR-2886  | 1.13  | 9.77   | 1.42E-04 | 2.14E-02 |
| oar-piR-7322  | 1.38  | 5.99   | 1.59E-04 | 2.34E-02 |
| oar-piR-1248  | -1.06 | 5.35   | 3.32E-04 | 4.74E-02 |

**Table S6.** Gene-derived DE piRNAs in testis from sexually mature male sheep fed a high or low diet (N = 8 for each treatment).

| piRNA         | Genomic Location | Gene full name                                                      | Gene abbreviation name |
|---------------|------------------|---------------------------------------------------------------------|------------------------|
| oar-piR-12568 | 3'UTR            | feline leukemia virus subgroup C cellular receptor family, member 2 | FLVCR2                 |
| oar-piR-6442  | 3'UTR            | keratin associated protein 10-2                                     | KRTAP10-2              |
| oar-piR-9006  | 5'UTR            | ATPase, Ca++ Transporting, Plasma Membrane 4                        | ATP2B4                 |
| oar-piR-10216 | Intron           | Mortality Factor 4 Like 1                                           | MORF4L1                |
| oar-piR-10217 | Intron           | Mortality Factor 4 Like 1                                           | MORF4L1                |
| oar-piR-10729 | Intron           | Mortality Factor 4 Like 1                                           | MORF4L1                |
| oar-piR-10730 | Intron           | Mortality Factor 4 Like 1                                           | MORF4L1                |
| oar-piR-10731 | Intron           | Mortality Factor 4 Like 1                                           | MORF4L1                |
| oar-piR-11406 | Intron           | sorting nexin 5                                                     | SNX5                   |
| oar-piR-1248  | Intron           | Storkhead-Box Protein 1                                             | STOX1                  |
| oar-piR-2194  | Intron           | ENSOARG00000013508                                                  | ENSOARG00000013508     |
| oar-piR-2936  | Intron           | fumarylacetoacetate hydrolase                                       | FAH                    |
| oar-piR-7322  | Intron           | C-Type Lectin Domain Family 16, Member                              | CLEC16A                |
| oar-piR-9006  | Intron           | DDB1 And CUL4 Associated Factor 6                                   | DCAF6                  |

How the deposited data were processed for this re-analysis (not part of the article)

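Testicular small RNAs were measured in 16 sexually mature male sheep, 8 well-fed and 8 underfed, with 1 library per male. Diets and replicate numbers were taken from the sample labels. The authors trimmed the reads, removed matches to other non-coding RNAs, counted known and predicted miRNAs from reads of 18 to 25 nt and piRNAs from perfectly mapped reads of 26 to 32 nt on OAR3.1, and tested them with edgeR. The deposited values are CPM made by the authors, with miRNAs and piRNAs each divided by the total of their own class and stacked in 1 column per library. A column therefore sums to about 2 times 1000000, and no factor for normalization between libraries showed in the values.

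The low CPM values were whole multiples of the value of 1 read, and reads were recovered by dividing by it. All low piRNA values were whole, while the share for miRNAs was 90.6% to 96.3%, and 98.5% to 100% were whole multiples of 0.5 reads. Recovered reads gave depths, totals and TMM weights. They were 17163 to 1058990 per library for miRNAs and 18110 to 721305 for piRNAs, and 3 libraries held fewer than 100000 miRNA reads. With 3 reads as the floor, the smallest share of miRNA reads that could be shown was 0.0175% in the shallowest library and 0.000283% in the deepest. PCR reads are not independent molecules, so these floors cover counting error only.

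The tests had been designed for counts. After the deposited unit was seen to be CPM, limma 3.58.1 in R 4.3.3 was used on log2(CPM + 1), with the empirical Bayes trend, for miRNAs and piRNAs separately. TMM factors were computed by an own implementation with 30% of log ratios and 5% of abundances trimmed. Features with CPM above 5 in at least 8 of 16 libraries were tested, and every listed piRNA met this. DE required a Benjamini-Hochberg FDR under 0.05 and FC, the ratio of arithmetic mean CPM, under 0.67 or above 1.5 on the side of the modelled change.

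The test was tried on simulated data at the real library sizes. The dispersion was set to 0.1 for each miRNA and piRNA and was not taken from the real data. It called 82.5% of 40 miRNAs and 55% of 200 piRNAs changed by 2 on the log2 scale, with 1 wrong call in each class, and 0 calls in each class when nothing was changed. A voom fit of the same simulated reads called 97.5% and 96.5%.

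One value per male (chromosome 18 score, share of the 10 most abundant miRNAs, log2 ratio of miRNA to piRNA reads) was compared by exact permutation over 12870 arrangements, and within a diet by exact sign flips over 256. Correlations of totals had exact permutation p over all pairings. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. Replicate numbers come from the labels, the paper describes balanced groups and not pairs, and fits with the replicate number as a block were alternatives.

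The alternatives were no TMM, no filter, robust empirical Bayes, joint normalization of both classes, the replicate block, the log2 class total as a covariate, FDR alone, and each male left out in turn, with further alternatives for the values per male. Other pseudocounts for DE, sample weights, voom on recovered reads, FC from TMM-scaled CPM and the 13 libraries above 100000 miRNA reads were added after seeing the data. The use of joint CPM for FC under joint normalization, and the requirement that FC lie on the side of the modelled change, were also decided after seeing the data. The miRNAs and piRNAs given with single values are those the paper names beside the data, the 12 miRNAs of Fig. S2, the 10 most abundant miRNAs, the lowest and highest of the paper's lists, and up to 3 DE miRNAs and 3 DE piRNAs with the lowest FDR in each direction. TUNEL, qRT-PCR, luciferase and target predictions were not analysed here. The list of clustered miRNAs and their coordinates are the paper's, from Table S4.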

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

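Every comparison with other splits, the test of underfed replicate 1 against the diet centroids and the test of depth for absent piRNAs were chosen after the results were seen. The other tests were written down before their results were seen.

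Of the 64 groups of 8 males examined for a male far from the others, 13 had a gap above Dixon's 95% critical value for 8 males, where chance gives about 3.2. Each value below is the gap over the range of the group. Underfed replicate 1 stood apart in the log2 ratio of miRNA to piRNA reads (0.554), in the share of the 10 most abundant miRNAs (0.717), in candidate-miR-144 (0.663, lowest), in oar-let-7a (0.745, highest) and in candidate-miR-121 (0.588, highest). A mislabelled or mixed sample is a possible explanation. By the distance of miRNA profiles, underfed replicate 1 lay nearer the well-fed centroid (1.23) than the underfed centroid (1.45), the widest such margin among the 3 of the 16 males that lay nearer the centroid of the other diet. The others were well-fed replicate 5 (2.44 to its own and 2.30 to the other centroid), a library with few reads, and underfed replicate 7 (0.852 and 0.782). The pattern cannot be told apart from a mislabelled or mixed sample by this test. Another possible explanation is that it holds the same animal as well-fed replicate 1. Over 47 piRNAs that were absent from some libraries, this pair had a correlation of 0.496 and ranked 3 among 78 pairs of libraries, which does not settle it. An animal that responded less to the diet cannot be told apart from these explanations.

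Libraries with few reads gave 6 of these 13. Well-fed replicate 5 was lowest in the chromosome 18 score (0.764), and underfed replicate 6 was lowest in that score among underfed males (0.547), highest in oar-miR-26a (0.537) and oar-miR-99a (0.692), and lowest in oar-piR-6442 (0.657). Underfed replicate 8 was highest in candidate-miR-30 (0.550). The depth of these libraries is a candidate explanation. Among the 13 deeper libraries the difference in the chromosome 18 score was -0.74, against -0.72 in all 16. No biological explanation was tested for single males.

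The remaining cases were well-fed replicate 7, highest in oar-miR-10b (0.637), and well-fed replicate 1, the well-fed male with oar-piR-6442 above 0 (value 1). No explanation was tested for them.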

How the results depend on the processing

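The comparisons, the filter, the FDR and FC thresholds and most alternatives were chosen before the data were examined. The test itself, limma on log2(CPM + 1), was chosen after the deposited unit was seen, in place of a planned test for counts. Other pseudocounts for DE, sample weights, voom, FC from TMM-scaled CPM, the restriction to 13 deeper libraries and, under joint normalization, the FC from joint CPM or from class CPM were chosen after seeing the data, as was the requirement that FC lie on the side of the modelled change. The count tests and size factors planned for counts were not run, since the deposited unit was CPM.

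The number of DE miRNAs, 8 in the main setting, moved most with joint normalization and with sample weights. It was 36 without TMM, 60 with joint normalization of both classes and FC from joint CPM, 18 with the class total as a covariate and 15 with FDR alone. Of the alternatives chosen after seeing the data, it was 15 with a pseudocount of 10, 52 with sample weights, 26 with voom, 25 in the 13 deeper libraries, 15 with TMM in the FC and 3 with joint normalization and FC from class CPM. It stayed within 1.5 times the main count with no filter (8), robust empirical Bayes (9), the replicate block (7) and a pseudocount of 0.1 (8). Across the 16 fits that each left out one replicate, it ranged from 0 to 22, and the fits with 0 had 57 and 50 miRNAs with an unadjusted p under 0.05. All 36 were lower in underfed males without TMM, and all 60 were higher with joint normalization and FC from joint CPM, so the direction of the list follows the scaling. The median log2 fold change of all tested miRNAs was -0.08 in the main setting, -0.51 without TMM and 0.81 with joint normalization.

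The number of DE piRNAs, 1 in the main setting, was 2 with robust empirical Bayes, 2 with joint normalization, 2 with the class total as a covariate and 0 with the replicate block (191 had an unadjusted p under 0.05). Of the alternatives chosen after seeing the data, it was 0 with a pseudocount of 0.1 (183 had an unadjusted p under 0.05), 3 with a pseudocount of 10, 8 with sample weights, 3 with voom, 3 in the 13 deeper libraries and 2 with joint normalization and FC from class CPM. It ranged from 0 to 2 across the fits that each left out one replicate, and those with 0 had from 167 to 233 piRNAs with an unadjusted p under 0.05.

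The number of DE chromosome 18 miRNAs lower in underfed males, 3 in the main setting, was 7 without TMM, 0 with joint normalization, whether FC came from joint or class CPM (116 miRNAs had an unadjusted p under 0.05), and 6 with the class total as a covariate. Of the alternatives chosen after seeing the data, it was 9 with sample weights, 5 with voom and 5 in the 13 deeper libraries. With the replicate block, the paired count was 2. It ranged from 0 to 5 across the fits that each left out one replicate, and those with 0 had from 50 to 73 miRNAs of any chromosome with an unadjusted p under 0.05.

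Among 100 of the 128 splits that part every same-numbered pair, the real split included, 1 gave as many DE miRNAs as the diets, 3 gave as many DE piRNAs, and 1 gave as many chromosome 18 miRNAs DE in one direction. The other splits mix the diets, and their median number of DE miRNAs was 0.

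The chromosome 18 score kept its direction under the alternatives run for it, while with joint normalization, where the score was not computed, 7 of the 27 miRNAs were lower. The difference was -1.01 (p = 0.0615, exact permutation test) with a pseudocount of 0.1, no longer past the threshold. The difference in the share of the 10 most abundant miRNAs fell to 2.89 percentage points (p = 0.0676, exact permutation test) without oar-miR-10b. The difference in the log2 ratio of miRNA to piRNA reads was past the threshold in every comparison run, from 1.27 without the 10 most abundant miRNAs to 1.62 in the 13 deeper libraries, and was 1.55 when paired by replicate number. Within underfed males the mean log2 ratio reversed to -0.21 without the 2 most abundant miRNAs, and was 0.79 in the 6 deeper libraries with an exact p of 0.125. The correlation of totals in well-fed males fell to 0.12 without the 2 libraries farthest from the median piRNA total and to 0.59 in the deeper libraries, and in underfed males it fell to 0.55 in the deeper libraries. Apart from that arithmetic, the cause of these changes was not tested.

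For 27 single miRNAs and piRNAs, 297 comparisons with the main setting kept direction and side of the threshold in 239, were weaker in 12, stronger in 36 and reversed in 10. With joint normalization, the log2 fold change reversed to 0.15 for candidate-miR-30, 0.13 for candidate-miR-33, 0.049 for candidate-miR-31, 0.72 for oar-miR-22-3p, 0.74 for candidate-miR-121 and 0.18 for candidate-miR-161. Without TMM it reversed to -0.090 for oar-let-7a, -0.46 for oar-miR-191 and -0.038 for oar-let-7f, and with a pseudocount of 10 it reversed to 0.20 for oar-piR-12568, where the cause was not tested. The reversals with joint normalization and without TMM follow from a nearly uniform rescaling. Over the 21 of these miRNAs with a mean above 100 CPM, leaving out TMM moved the log2 fold change by between -0.48 and -0.47, and joint normalization moved it by between 0.94 and 0.96. With TMM in the FC, chosen after seeing the data, 5 of the single miRNAs and piRNAs became DE by FC, and FC passed from below 1 to 1.29 for oar-let-7a, 1.09 for oar-miR-191 and 1.39 for oar-let-7f. In the 13 deeper libraries, also chosen after seeing the data, oar-miR-99a was no longer DE by its FC of 1.42, while its FDR was 0.00395 (limma). In those libraries FC passed to the other side of 1 for oar-let-7a (1.04), oar-miR-148a (0.894) and oar-piR-12568 (0.819). There candidate-miR-30, candidate-miR-33 and oar-piR-6442 became DE.

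In simulated data at these library sizes, with the dispersion set to 0.1 for each piRNA, the main test called 55% of 200 changed piRNAs. There voom called 96.5%, so in the simulation the lower share came with the main test and not with the library sizes alone. The dispersion was not taken from the real piRNAs, of which voom called 3. These shares therefore do not give the share that would be called in the real data. Depth limits what a value of 0 means in the 3 libraries with fewer than 100000 miRNA reads, where it cannot be told from low expression.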

Differences from the paper's values

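The paper reports 44 DE miRNAs, and 8 were found here. The paper's 21 known DE miRNAs compare with 5, and its 20 DE miRNAs higher in underfed males compare with 2. The number higher was 9 with FDR alone, and also 9 with TMM in the FC, chosen after seeing the values. Of the alternatives set before the data were examined, the numbers without TMM (36 DE miRNAs, 15 known) lie within 1.5 times the paper's. Those with joint normalization (60 and 24) also do, but only with FC from joint CPM, chosen after seeing the values, and they were 3 and 2 with FC from class CPM. The others do not. None of them reached the paper's number of miRNAs higher in underfed males within that factor. Sample weights, chosen after seeing the values, gave 52 DE miRNAs and 22 known.

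The paper reports 35 DE piRNAs, and 1 was found here. None of the alternatives, including those chosen after seeing the values, closed the gap. The highest number was 8, with sample weights.

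The paper's 10 DE chromosome 18 miRNAs lower in underfed males compare with 3. Table S4 gives 9 miRNAs of these clusters with FDR under 0.05 and FC under 0.67. Only 5 of those 9 were tested here, so the others could not be called. Of the 5, 4 were lower in underfed males and 3 had FDR under 0.05. Of the alternatives set before the data were examined, 7 without TMM lies within 1.5 times the paper's number and the others do not, and sample weights, chosen after seeing the values, gave 9.

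The paper's log2 FC of oar-piR-12568 in Table S5 is 0.56, and the log2 of the ratio of mean CPM was 2.46 here. The modelled log2 fold change was -0.29 with a standard error of 1.67, within that error of the paper's value but of the opposite sign. For the ratio of means, joint normalization with FC from joint CPM gave 1.79, within that error, a choice of FC made after seeing the values. The alternatives set before the data were examined did not otherwise bring this ratio within it. Of the alternatives chosen after seeing the values, FC from TMM-scaled CPM gave 2.14, within it, and the 13 deeper libraries gave -0.29, nearer the paper's value but of the opposite sign. The paper's log2 FC of oar-piR-11578 is 3.50, and the log2 of the ratio of mean CPM was 4.14 here. The modelled log2 fold change was 3.88 with a standard error of 0.60, within that error of the paper's value. For the ratio of means, joint normalization gave 3.41, within that error, with FC from joint CPM, chosen after seeing the values. The other alternatives set before the data were examined did not bring this ratio within it. The 13 deeper libraries (3.58) and FC from TMM-scaled CPM (3.98), both chosen after seeing the values, also lie within it.

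The paper states that the share of the 10 most abundant miRNAs was not different between the diets, and its text does not name the diet of each value. Here it was 73.6% in underfed and 68.2% in well-fed males (exact permutation p = 0.0104), and the bars of Fig. S3, read by eye, lie in this order. The paper states that oar-miR-10b, oar-miR-26a and candidate-miR-144 are DE. It also reports qRT-PCR of these miRNAs with results like those of its sequencing, and qRT-PCR was not analysed here. Here their FC was 1.40, 1.35 and 1.17, none above the threshold of 1.5, and the FDR of candidate-miR-144 was 0.170. These FC are ratios of deposited CPM without TMM. With TMM in the FC, chosen after seeing the values, FC was 2.04, 1.92 and 1.70, so that oar-miR-10b and oar-miR-26a were DE and candidate-miR-144, with the same FDR, was not. Joint normalization with FC from joint CPM, chosen after seeing the values, made all 3 DE (FDR 0.00887 for candidate-miR-144). FDR alone, set before the data were examined, made oar-miR-10b and oar-miR-26a DE. With sample weights, chosen after seeing the values, the FDR of candidate-miR-144 was 0.000636 and its FC was unchanged. Of the 9 FC of Table S4 compared, 6 lay nearer the paper's with TMM in the FC, such as 1.71 for oar-miR-23b, where the paper's is 1.72 and the ratio of deposited CPM was 1.23. TMM in the FC was tried because the values of Table S4 lay nearer TMM-scaled fold changes, so this nearness is no separate test. Table S4 gives oar-miR-299-5p as lower in underfed males, and its FC here was 1.56. Its means were low, 7.73 CPM in well-fed and 12.1 CPM in underfed males. Its modelled log2 fold change was 0.50 (standard error 0.76, FDR 0.677, limma), and its FC in the 13 deeper libraries was 1.14. These values do not settle its direction. Table S5 gives oar-piR-223 as lower in underfed males, where the modelled log2 fold change here was 0.22 while the log2 of the ratio of means was -1.03. Table S5 gives oar-piR-12568 as higher, and its modelled log2 fold change was -0.29. Fig. 3C draws every underfed male with a greater proportion of miRNAs than of piRNAs, and here the ratio was 0.517 in underfed replicate 1. The paper states that the sheep-specific miRNAs were found in all animals, and of the 47 listed miRNAs that Table S3 pairs with no homologue, 6 were above 0 in all 16 libraries and 24 in each of the 13 deeper libraries, where a 0 in the others cannot be told from low expression.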

Other observations

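The tests of depth for absent piRNAs and of other splits were chosen after the results were seen. The other tests were written down before their results were seen.

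The miRNA to piRNA ratio was higher in underfed males, and low depth and a few abundant miRNAs were tested as explanations. No effect of the preparation of libraries was tested. If libraries with few reads were the cause, the difference of 1.55 on the log2 scale would fall to less than 0.5 of that in the 13 deeper libraries, and it was 1.62 (exact permutation p = 0.00466). If a few abundant miRNAs were the cause, it would fall in the same way without the 10 most abundant miRNAs, and it was 1.27 (exact permutation p = 0.000777). The difference stayed in both tests. A change with the diet in the cells of the testis could give the same pattern, which was not tested, and the pattern cannot be told apart from an effect of the authors' processing of reads, which could not be examined.

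The chromosome 18 miRNAs had a median log2 fold change of -0.77, and of 0.19 with joint normalization, where the median of the other miRNAs was 0.91. Random lists were drawn from miRNAs that Table S4 does not place in these clusters. By its name, oar-miR-376a-5p (log2 fold change -1.76) shares a precursor with a listed miRNA, so these miRNAs need not all lie outside the locus. If miRNAs of similar abundance shared the shift, 5% or more of 10000 such lists, matched on mean abundance, would have a median as low. It was 1.01% of lists. A shift of miRNAs of similar abundance is therefore an incomplete explanation, and the miRNAs of a cluster are not independent of each other. That the clusters respond to the diet remains a hypothesis.

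Without TMM, the median miRNA was lower in underfed males. If the 10 most abundant miRNAs were the cause, leaving them out of the totals would bring the median log2 fold change of the other miRNAs to within 0.1 of 0. It moved from -0.53 to -0.27, so that part of the shift may come from them and the rest was not explained.

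Some piRNAs were absent from some males and present in others. In the 13 deeper libraries, 47 piRNAs were listed at 0 in at least 1 library where 20 or more reads were expected from the other males, against 1.6e-06 expected from counting error, so low depth is not the explanation. Of 14 piRNAs at 0 in at least 3 of these libraries and well expressed in others, 7 are in Table S5. If the diet set this pattern, few splits of the libraries would tie as many of the 14 to the split as the diets do. The diets tied 2 of them, and 9 of 100 splits gave as many, so a tie to the diet was not detectable with 14 piRNAs. A sequence variant that removes perfect matches to the genome is a candidate source, which was not tested, since the sequences of the piRNAs were not analysed here.

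Over the same 47 piRNAs, well-fed replicates 6 and 8 had a correlation of 0.952 and underfed replicates 3 and 4 had one of 0.823, where the next pair had 0.496 and 78 pairs were compared. One library deposited under both numbers was tested as an explanation. The chi-square over its degrees of freedom for the piRNA reads was 10.0 for well-fed replicates 6 and 8 and 7.33 for underfed replicates 3 and 4. Reads drawn from one library give a value near 1. The lowest value of any pair of males on the same diet was 2.38, for underfed replicates 4 and 8. Underfed replicate 8 is a library with few reads. Among pairs of deeper libraries on the same diet the lowest was 5.99, for underfed replicates 2 and 5. The test does not address separate libraries made from 1 male, which would leave fewer than 8 males in a diet. Related males may also share the pattern. Neither explanation was tested. The paper does not report this pattern.

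Table S5 holds 35 piRNAs with 32 distinct sets of values, since some piRNAs have identical values in all 16 libraries. The largest group of identical piRNAs in the deposited values has 49 members.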
